# MAFF regulates ferroptotic sensitivity through iron homeostasis and fatty acid synthesis

**DOI:** 10.1038/s41419-026-08885-w

**Published:** 2026-05-28

**Authors:** Nuria Vilaplana Lopera, Jiyoung Kim, Pei Ju Lee, Maxime Dubail, Shuhei Aramaki, Maria Jerome, Adela Valentova, Tianxu Hou, Haowen Jiang, Stephano Spano Mello, Eun-Woo Lee, Christian Babbs, Theo Rich, Yu Xu, Yanyan Jiang, Charles Fouillade, Mitsutoshi Setou, Jiangbin Ye, Eui Jung Moon

**Keywords:** Breast cancer, Cancer microenvironment

## Abstract

Ferroptosis is an iron-dependent form of regulated cell death driven by lipid peroxidation. In this study, we identify the transcription factor *v*-maf musculoaponeurotic fibrosarcoma oncogene homolog F (MAFF) as a key regulator that promotes breast cancer progression while simultaneously sensitizing tumor cells to ferroptosis. Integrated RNA-sequencing and chromatin immunoprecipitation (ChIP)-sequencing revealed that MAFF directly regulates genes involved in iron and fatty acid metabolism. MAFF enhances intracellular iron availability by transactivating *SLC11A2* and *NCOA4*, expanding the labile iron pool essential for ferroptotic signaling. In parallel, MAFF represses *CPT2*, *FASN*, and *SCD1*, reprogramming lipid metabolism to favor the accumulation of polyunsaturated fatty acids (PUFAs) over monounsaturated fatty acids (MUFAs), thereby increasing lipid peroxidation susceptibility. These alterations reduce triglyceride (TG) levels and lipid droplet (LD) formation following ferroptosis induction. Functionally, MAFF-mediated repression of *CPT2* diminishes fatty acid oxidation and enhances tumor invasion, underscoring a dual role whereby MAFF drives tumor progression yet primes cells for ferroptotic death. Collectively, our study identifies MAFF as a transcriptional switch linking iron homeostasis and lipid metabolism to ferroptotic vulnerability, highlighting its potential as a biomarker and therapeutic target in basal-like breast cancer.

## Introduction

Ferroptosis is a form of regulated cell death that depends on iron availability and the accumulation of lipid peroxides [1, 2]. Iron turnover from ferric iron to ferrous iron drives the Fenton reaction, which produces free radicals and initiates lipid peroxidation specifically of polyunsaturated fatty acids (PUFAs) [3]. In the presence of iron and oxygen, the chain reaction of lipid peroxidation will continue and eventually lead to cell death from the accumulation of lipid reactive oxygen species (ROS). However, cells have antioxidant defense mechanisms specifically against lipid ROS, primarily through the action of the glutathione peroxidase 4 (GPX4) enzyme. GPX4 reduces lipid hydroperoxides into non-toxic lipid alcohols using glutathione (GSH) as a cofactor; hence, its action is dependent on glutathione synthesis from cysteine, which is imported as cystine [1, 4]. System Xc^-^, a cystine/glutamate antiporter composed of the transporter subunit SLC7A11 and the regulatory subunit SLC3A2, is crucial for cystine uptake [5]. Therefore, targeting SLC7A11 or GPX4 results in ferroptosis.

A growing body of evidence indicates that cancer subtypes associated with high-grade malignancy and therapeutic resistance are frequently sensitive to ferroptosis induction [1, 6–11]. Tumors exhibiting mesenchymal-like features, acquired drug resistance, or specific genetic alterations have evolved mechanisms to adapt to diverse cellular stresses. Paradoxically, these same adaptations appear to impose a unique vulnerability to ferroptosis that remains mechanistically unresolved.

In our previous study, we identified *v*-maf musculoaponeurotic fibrosarcoma oncogene homolog F (MAFF) as a hypoxia target gene significantly promoting tumor cell invasion and metastasis [12]. MAFF is a bZIP transcription factor that belongs to the small MAF family, including MAFF, MAFK and MAFG [13, 14]. Small MAF proteins lack transactivation domains and form homodimers or heterodimers with the CNC family (NF-E2, NRF1, NRF2, NRF3) and BACH family proteins (BACH1 and BACH2) [15]. Therefore, the functional role of small MAF proteins is critically determined both by their own expression and by the availability of binding partners. While the antagonistic roles of NRF2 and BACH1 in ferroptosis regulation are well-characterized [16–19], the specific contribution of MAFF to this pathway, beyond its function as an indispensable binding partner, has not been fully elucidated.

In this study, we demonstrate that MAFF plays an essential role by activating genes controlling iron homeostasis to expand the labile iron pool, while simultaneously repressing fatty acid metabolic genes to establish a lipid profile prone to peroxidation. This work establishes MAFF as a key transcriptional switch that mechanistically links iron and lipid metabolism to ferroptotic susceptibility.

## Materials and methods

### Cell lines

MDA-MB-231 and Hs578T cell lines were purchased from ATCC. BT549 were kindly provided by Professor Ester Hammond at University of Oxford. Cell lines were maintained at 37°C in a humidified incubator at 5% CO_2_. Pairs of MDA-MB-231 shSCR and shMAFF, and MDA-MB-231 Vector and MAFF overexpression (OE) cells were prepared as previously described [12]. CPT2-overexpressing cells were generated by infection with a lentiviral CPT2 vector. Human CPT2 cDNA (Horizon Discovery, MHS6278-202827588; Clone ID: 3346025) was cloned into the pLX304 vector containing a V5 tag and a blasticidin resistance cassette by the Genome Engineering Facility at the Weatherall Institute of Molecular Medicine, University of Oxford. Lentiviral particles were produced using the Dharmacon™ Trans-Lentiviral Packaging Kit (TLP5917) according to the manufacturer’s protocol. The collected viral supernatant was filtered through a 0.4 µm PVDF filter and used to infect MDA-MB-231 cells in the presence of 5 µg/mL polybrene. Forty-eight hours post-infection, cells were selected with 10 µg/mL blasticidin. Selection was continued for two weeks. All cell lines were cultured in Dulbecco’s Modified Eagle Medium supplemented with 10% FBS (F7524, Sigma Aldrich) and 1% antibiotic/antimycotic (15240-062, Gibco). Cells were routinely tested for mycoplasma.

### Reagents

Erastin (B1524, APExBIO) was dissolved in DMSO to prepare a 5 mM stock concentration. RSL-3 (S8155, Selleckchem) and Ferrostatin-1 (Ferr-1, ab146169-5mg, Abcam) were dissolved in DMSO to prepare a 1 mM and 10 mM stock solutions, respectively. Oleic acid (O1008, Sigma Aldrich) and linoleic acid (62240, Sigma Aldrich) were prepared fresh as a 350 mM stock solutions in DMSO. Ammonium iron (II) sulfate (09719, Merck) was dissolved in deionized water to prepare a 100 mM stock solution. All these reagents were diluted in cell culture media to specified concentrations.

### Cell survival assay

Cell survival was determined using the CellTiter-Blue® assay or by DAPI-based cell counting performed on the Celigo imaging system. Five thousand cells were seeded per well in 96-well plates and incubated for 24 h, followed by treatment with ferroptosis inducers or inhibitors for 24 h. Cells were then washed with PBS. For the CellTiter-Blue® assay, CellTiter-Blue® reagent (Promega) diluted 1:5 in PBS was added according to the manufacturer’s instructions and incubated for 1 h at 37 °C as previously described [20]. Fluorescence (Ex 544 nm/Em 590 nm) was measured using a POLARstar Omega plate reader (BMG Labtech). For DAPI staining, cells were fixed with 4% formaldehyde solution (Thermo Fisher Scientific) for 7 min, washed with PBS, and stained with 1 μg/ml DAPI. DAPI-based cell counts were analyzed using the built-in software of the Celigo Image Cytometer (Nexcelom).

### PI staining

Propidium iodide (PI) staining was used to quantify the loss of plasma membrane integrity as a measure of cell death. Cell culture supernatant with floating cells as well as attached cells were collected and incubated with 5 µg/ml PI in PBS for 10 min at room temperature. PI fluorescence was measured in the PE channel on a CytoFLEX flow cytometer (Beckman Coulter). Data were analyzed using FlowJo. Unstained samples were used to define negative populations, and PI-positive cells were considered as dead cells.

### Lipid peroxidation and lipid droplets measurements

Lipid peroxidation was assessed using the BODIPY 581/591 C11 (D3861, Invitrogen) as previously described [21]. Mitochondrial lipid peroxidation and lipid droplet content were determined using MitoPerOx (ab146820, Abcam) and the BODIPY 493/503 (D3922, Invitrogen) probes according to the manufacturer’s instructions. Briefly, 150,000 cells were plated in 6-well plates and incubated for 24 h. Cells were then treated with vehicle or ferroptosis modulating compounds at the specified concentrations for another 24 h, washed with PBS, and incubated with 2 µM BODIPY 581/591 C11 (lipid peroxidation), 5 µM of MitoPerOx or 5 µM BODIPY 493/503 (lipid droplets) in PBS for 30 min at 37 °C. For flow cytometry, cells were detached and washed with PBS before FITC fluorescence intensity (oxidized BODIPY C11 and MitoPerOx emission or BODIPY 493/503) was measured using a CytoFLEX (Beckman Coulter) flow cytometer. FlowJo software was used to assess the geometric mean of the intensity of oxidized BODIPY 581/591 C11 and MitoPerOx, or the intensity of BODIPY 493/503.

For Celigo analysis, cells in 96-well plates prepared as described above were stained with 2 µM BODIPY 581/591 C11 in PBS for 30 min at 37 °C, fixed with 4% formaldehyde (Thermo Fisher) for 7 min, washed with PBS, and subsequently stained with 1 µg/ml DAPI. BODIPY C11 fluorescence (Ex 483 nm/Em 536 nm) and DAPI (Ex 377 nm/Em 447 nm) were directly imaged after the incubation using the Celigo Image Cytometer (Nexcelom). Cell counts based on DAPI staining and the fluorescence intensity of BODIPY C11 were analyzed with the built-in software of the Celigo Image Cytometer.

### siRNA transfection

ONTARGETplus SMARTpool siRNA targeting *MAFF*, *SLC11A2*, *NCOA4*, *CPT2*, *FASN*, and *SCD1* (Horizon Discovery) were transfected into cells according to the manufacturer’s instructions. Briefly, 2 × 10⁵ or 5000 cells were seeded in 6-well or 96-well plates, respectively. siRNAs were complexed with Lipofectamine RNAiMAX (13778150, Invitrogen) using Opti-MEM (31985070, Gibco) media and incubated at room temperature for 20 min. The siRNA-lipid complexes were added onto washed cells in antibiotic-free DMEM supplemented with 10% FBS at a final concentration of 100 nM. Cells were incubated for 16 h, and the medium was replaced with complete medium. Treatments were performed 24–48 h after siRNA transfection.

### RNA sequencing and analysis

RNA samples were extracted from MDA-MB-231 control (shSCR) and MAFF knockdown (shMAFF) cells. Briefly, RNA was extracted using the RNeasy Mini Kit (74104, Qiagen) following the manufacturer’s protocol. Library preparation, sequencing (paired-end 150 bp sequencing, 20 million reads), and bioinformatic analysis were performed by Novogene Co. (Cambridge, UK) using the Illumina NovaSeq platform. Genes significantly upregulated or downregulated upon MAFF knockdown (≥1.3-fold change) were identified, and overlapping genes with our previous ChIP-sequencing data [12] were further refined. These genes were then analyzed using Enrichr, focusing on Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis [22–24]. Enrichment plots were subsequently generated with the SRplot tool to visualize the pathway enrichment results [25]. The ferroptosis-related gene list we identified was further analyzed and mapped using KEGG Mapper [26, 27]. The Gene Set Enrichment Analysis (GSEA) was performed on the combined set of upregulated and downregulated genes using gene sets from the Molecular Signatures Database (MSigDB v2024.1.Hs) [28]. Raw gene count data were normalized to transcripts per million (TPM) prior to GSEA analysis. Analyses were conducted using GSEA software (v4.3.3) from the Broad Institute. Gene sets with nominal *P*-value < 0.05 and False Discovery Rate (FDR) < 25% were considered significantly enriched. Additionally, the heatmap was generated using Python (3.11.8).

### Intracellular iron measurements

Intracellular iron levels were measured using the FerroOrange (F374, Dojindo) probe according to the manufacturer’s instructions. Briefly, 5000 cells were seeded per well in a 96-well plate and incubated for 24 h. Cells were then treated with erastin or 50 µM ammonium iron sulfate for an additional 24 h, washed with PBS, and incubated with 1 µM FerroOrange in serum-free, phenol red–free medium (31053028, Gibco) for 30 min at 37 °C. Fluorescence (Ex 531/40 nm/Em 629/53 nm) was directly imaged after the incubation using the Celigo Image Cytometer (Nexcelom).

### CTRP analysis

The Cancer Therapeutics Response Portal (CTRP) was used to correlate expression levels of *SLC11A2*, *NCOA4*, *CPT2,* *FASN*, and *SCD1* with drug sensitivity (area under the dose-response curve, AUC) in breast cancer cell lines. The resulting correlation plots were exported directly from the CTRP, and ferroptosis-inducing compounds were labeled.

### Lipidomic analysis

To assess MAFF-specific alterations in lipid profiles, lipidomic analysis was performed on MDA-MB-231 cells with or without MAFF expression (shSCR and shMAFF). Cells were seeded in 10-cm dishes at a density of 1 × 10⁶ cells per dish in biological triplicate prior to lipid extraction and analysis. The following day, cells at approximately 80% confluence were scraped into 1.5 mL of ice-cold methanol and transferred to glass tubes. Lipids were extracted by adding 5 mL methyl tert-butyl ether (MTBE), vortexing, and incubating for 1 h at room temperature with shaking, followed by addition of 1.25 mL water and a further 10 min incubation. After centrifugation (1000 × *g*, 10 min), the upper organic phase was collected and dried under nitrogen. Dried extracts were reconstituted in methanol:toluene (9:1, v/v) containing 10 mM ammonium acetate for LC–MS analysis.

Samples were analyzed on an Agilent 1290 Infinity II UHPLC coupled to a 6546 Q-TOF mass spectrometer equipped with a C18 reverse-phase column (2.1 × 100 mm, 1.7 µm). Mobile phase A was water/acetonitrile (60:40, v/v) with 10 mM ammonium formate and 0.1% formic acid, and mobile phase B was isopropanol/acetonitrile (90:10, v/v) with the same additives. The gradient was 15–100% B over 15 min at 0.4 mL/min, followed by 3 min re-equilibration at 15% B. The column temperature was 55 °C and the autosampler 4 °C. The Q-TOF was operated in both positive and negative ESI modes with a capillary voltage of ±3.5 kV, fragmentor 120 V, drying gas 250 °C (12 L/min), sheath gas 300 °C (11 L/min), and nebulizer pressure 35 psi.

A pooled sample was repeatedly analyzed in iterative auto-MS/MS mode to expand MS² coverage. The combined data were processed with Agilent Lipid Annotator to construct an MS¹ library, which was then used to annotate individual MS¹-only sample runs. Lipid features were aligned and quantified from MS¹ peak areas, with annotation supported by accurate mass, retention time, and library matches in both polarities. Final data were normalized to protein concentrations of each sample. A heatmap was generated using Morpheus (https://software.broadinstitute.org/morpheus), displaying lipid classes that showed significant changes (*p* < 0.05) as determined by Student’s *t*-test.

To determine the impact of CPT2 overexpression on lipid composition, MDA-MB-231 cells stably expressing CPT2 or the corresponding empty vector control were seeded in 10-cm dishes at a density of 4 × 10⁶ cells per dish, with five biological replicates per group. The following day, cells were treated with DMSO or 2.5 µM erastin for 24 h. Cells were then washed with PBS, scraped, collected, and counted, and cell pellets were snap-frozen in liquid nitrogen. Lipid extraction and subsequent lipidomic analyses were performed by Preppers Inc. (Shizuoka, Japan). To prevent artifactual lipid peroxidation during the extraction procedure, butylated hydroxytoluene (BHT) was added to methanol at a final concentration of 0.01% (w/v). Whole cell lipids were extracted by the Bligh and Dyer method with slight modifications for LC-MS/MS analysis. Briefly, cell pellets were resuspended in methanol containing 0.01% BHT, with the volume adjusted according to the number of cells. Samples were homogenized in glass tubes and subjected to sonication at high power (5 cycles of 20 s each). After additional homogenization, 2 mL of each sample homogenate was transferred to a clean glass tube. Subsequently, 800 µL of ultrapure water was added, followed by 1 mL of chloroform containing internal standard PC(12:0_12:0) at a concentration of 10 ng/μL. Samples were vortexed thoroughly and allowed to equilibrate for 10 min. An additional 1 mL of chloroform and 1 ml of 0.28 M acetate were then added. The mixture was vortexed again and centrifuged at 1500 rpm for 15 min at 4 °C to ensure clear phase separation. After centrifugation, 1.6 mL of the lower organic phase containing the extracted lipids was carefully collected. The organic solvent was evaporated under desiccation for 1 h. Dried lipid extracts were stored at −80 °C until mass spectrometry analysis. Before performing the LC-MS/MS analysis, the dried lipid sample was reconstituted in 100 μL of pure methanol containing 0.01% BHT and then transferred into LC-MS insert vials.

Lipidomic analyses were performed using a Q Exactive Hybrid Quadrupole-Orbitrap mass spectrometer (Thermo Fisher Scientific, USA) coupled to an Ultimate 3000 ultra-high-performance liquid chromatography (UHPLC) system (Thermo Fisher Scientific). Lipid species were ionized using an electrospray ionization (ESI) source operating in both positive and negative ion modes. Chromatographic separation was achieved on a hydrophobic Acclaim 120 C18 column (150 × 2.1 mm, 3 µm; Thermo Fisher Scientific). The column temperature was maintained at 50 °C, and the autosampler was kept at 10 °C. The injection volume was 1 µL. The flow rate was set to 0.30 mL/min. The mobile phases consisted of solvent A (water:acetonitrile:methanol, 2:1:1, v/v/v) and solvent B (acetonitrile:isopropanol, 1:9, v/v), both supplemented with 5 mM ammonium formate and 0.1% formic acid. The gradient program was as follows: 20% B at 0 min, increased linearly to 100% B over 50 min, held at 100% B for 10 min, returned to 20% B at 60.1 min, and maintained at 20% B until 70 min for column re-equilibration. A blank injection (pure methanol) was performed prior to each sample run. Mass spectrometry data were acquired using Xcalibur v3.0 software (Thermo Fisher Scientific) in both full MS and data-dependent MS/MS (dd-MS²) modes. For full MS acquisition, parameters were set as follows: *m*/*z* range 220–2000, resolving power 70,000 (FWHM at *m*/*z* 200), automatic gain control (AGC) target 1 × 10⁵, and maximum injection time (IT) 100 ms. For dd-MS² acquisition, the following parameters were applied: resolving power 17,500 (FWHM at *m*/*z* 200), AGC target 1 × 10⁵, maximum IT 80 ms, TopN 5, isolation window 2.0 *m*/*z*, normalized collision energy (NCE) 30 eV, loop count 5, and dynamic exclusion 15 s. Stepped NCE was set to 15% in positive mode and 35% in negative mode. Source conditions were optimized as follows: spray voltage 3.5 kV (positive mode) and 2.5 kV (negative mode); capillary temperature 250 °C; probe heater temperature 350 °C; sheath gas flow rate 50 (arbitrary units); auxiliary gas flow rate 15 (arbitrary units); sweep gas flow rate 0; and S-lens RF level 50.

LC-MS/MS for lipidomic data was analyzed by XcaliberTM (Thermo Fisher) and LipidSearchTM (Thermo Fisher). Lipidomic data were normalized by internal standard [PC 12:0/12:0]. Raw lipidomic data were processed in R (v.4.4) using a standardized pipeline. Lipid species with excessive missing values were excluded using a strict filter (more than two missing values per condition). When multiple features corresponded to the same lipid annotation, only the most intense feature was retained. Intensities were first normalized on the linear scale using the internal standard PC(12:0/12:0) to correct for extraction and analytical variability. Internal standard–normalized values were then normalized using a median-of-ratios (MoR) approach, in which sample-specific size factors were calculated from the median ratio of lipid intensities to lipid-wise geometric means computed across a reference set detected in at least 50% of samples. Normalized data were log2-transformed, and remaining missing values were imputed using a minimum detection (MinDet) approach. A final biochemical filtering step was applied to retain mammalian-relevant lipid species based on lipid class, acyl chain number, chain length, and degree of unsaturation. The resulting dataset was used for all downstream analyses. Differential analysis was performed on IS + MoR–normalized log₂ lipid intensities using linear models with empirical Bayes moderation (limma). Lipids with *p* < 0.05 and |log₂FC| > 0.5 were considered significantly regulated.

### Quantitative RT-PCR

Total mRNA was extracted using TRIzol^TM^ Reagent (15596026, Invitrogen) following manufacturer’s instructions. One μg of mRNA was reverse transcribed into cDNA using an iScript cDNA synthesis kit (1708890, Bio-Rad). Quantitative real-time RT-PCR was performed with an iTaqTM Universal SYBR Green Supermix (1725124, Bio-Rad) using the StepOnePlus Real-Time PCR system (Applied Biosystems). Expression level of each target mRNA (see table below) was determined using the ΔΔCT method and was normalized to 18S expression in the same sample.

**Table:** 

SLC11A2	Forward	AGTATGTCACCGTCAGTATCCC
SLC11A2	Reverse	ATCTGCAATGGTGATGAGAACG
NCOA4	Forward	AGACTGACTCCTGTACCAACTG
NCOA4	Reverse	GCACACCTCCTCTACCTTACAT
CPT2	Forward	TCCTGTCCACGAGCACACTGAG
CPT2	Reverse	AGCATACCCAACACCAAAGCCATC
FASN	Forward	CAAGGACACAGTCACCATCTC
FASN	Reverse	CATGAAGTAGGAGTGGAAGGC
SCD1	Forward	ACAACTACCACCACTCCTTTC
SCD1	Reverse	GGAGACTTTCTTCCGGTCATAG
18S	Forward	GAGGATGAGGTGGAACGTGT
18S	Reverse	AGAAGTGACGCAGCCCTCTA

### Western blot

Cells were washed with PBS, detached from the plate, and briefly centrifuged before extracting protein by adding RIPA lysis buffer supplemented with cOmplete Protease Inhibitor Cocktail (04693116001, Roche) and PhosSTOP Phosphatase Inhibitor Cocktail (04906837001, Roche). Following brief sonication, cells were centrifuged at 8500 × *g* for 10 min at 4 °C, and supernatant was used. Protein concentration was determined by using the Pierce^TM^ BCA protein Assay kit (23225, Thermo Fisher) according to manufacturer’s instructions. 40 μg of protein were prepared using Bolt LDS Sample Buffer (B0007, Thermo Fisher) and Bolt Sample Reducing Agent (B0009, Thermo Fisher). Protein samples were denatured at 95 °C and loaded on a Bolt 4-12% Bis-Tris Plus gels (NW04120BOX, Invitrogen). Precision Plus Protein Kaleidoscope (1610375, Bio-Rad) was included as a molecular weight marker. Samples were run in MES SDS Running Buffer (B0002, Invitrogen) at 150 V for 1 h. The Trans-Blot Turbo Transfer buffer (10026938, Bio-Rad) and Trans Blot Turbo Transfer system were used to perform semi-dry transfer using Immun-Blot PVDF membranes. After the transfer, the membranes were blocked in a 5% BSA solution in TBS with 1% Tween-20 (TBST) for an hour. Membranes were then incubated with primary antibodies overnight at 4 °C (see table below). Membranes were washed with TBST and incubated with anti-rabbit, anti-mouse, or anti-goat secondary antibodies (1:5000) or β-actin HRP (sc47778, Santa Cruz, 1:5000) for 1 h. Clarity Western ECL Substrate (1705060, Bio-Rad) was used for membrane development, and the protein bands visualized in a Bio-Rad ChemiDoc system.

**Table:** 

MAFF	M8194	Sigma	1:1000
DMT1	ab55735	Abcam	1:1000
NCOA4	A302-271A	Bethyl	1:1000
CPT2	26555-1-AP	Proteintech	1:1000
FASN	ab128870	Abcam	1:1000
SCD1	28678-1-AP	Proteintech	1:1000
PLIN3	HPA006427	Atlas Antibodies	1:1000

### Invasion assay

Invasion assays were performed as previously described [12]. Briefly, Corning® BioCoat™ Matrigel® Invasion Chambers (#354480, Corning) were used according to the manufacturer’s instructions. Chambers were pre-incubated with FBS- and antibiotic-free DMEM for 2 h in a humidified incubator at 37 °C with 5% CO₂. Cell suspensions (2.5 × 10⁴ cells in 500 µl of FBS- and antibiotic-free DMEM) were seeded into the upper chambers. The lower chambers were filled with 750 µl of DMEM supplemented with FBS and antibiotics. After overnight incubation, non-invading cells on the upper membrane surface were gently removed using cotton swabs. Invading cells on the lower membrane surface were stained with 1 μg/ml DAPI followed by a three-step staining kit (#3313, Epredia™ Richard-Allan Scientific™). Images were acquired using an EVOS imaging system, and three regions of interest were identified and counted per insert. Each experiment was performed in triplicate with two technical replicates. Invading cell numbers were averaged and normalized to the corresponding control group for each independent experiment.

### Mouse studies

All animal experiments were performed according to the guidelines of the United Kingdom Home Office and the University of Oxford under the project license PP4558762. Female athymic nude (Crl:NU (NCr)-*Foxn1*^*nu*^, 6–8 weeks) mice were purchased from Charles River Laboratories and housed in individually ventilated cages containing no more than six mice per cage, in a 12/12-h light/dark cycle. One million MDA-MB-231 shSCR or shMAFF cells were suspended in 25 µl of PBS and 25 µl of Matrigel (Corning 354230) and inoculated into the mammary fat pad subcutaneously. Tumor growth was measured three times a week using calipers. When the tumor volume reached 100 mm^3^, mice were randomized and injected intraperitoneally with 3% DMSO or 50 mg/kg imidazole ketone erastin (IKE) every two days for two weeks. Mice were sacrificed when tumor size reached 800 mm^3^ or 5 days after the last treatment. For tissue processing, tumors were excised, snap frozen in liquid nitrogen and kept at −80 °C. Frozen tumor tissues were cryosectioned into 6 µm sections that were kept at −80 °C until further processing.

### Immunohistochemistry

Frozen tissue sections were air dried for 10 min prior to fixation with 4% paraformaldehyde for 15 min at room temperature. Slides were then washed with PBS three times prior to blocking.

For paraffin-embedded tissue microarrays (TMAs, BR881, US Biomax) or mouse tumor tissues, slides were incubated at 65 °C for 30 min and deparaffinized by immersing in Histo-Clear (National Diagnostics, HS-200) twice for 3 min followed by rehydration in 100%, 70%, and 50% ethanol for 3 min each. Slides were washed with deionized water for 5 min and antigen retrieval was performed in Tris-EDTA buffer (pH = 9) by heating to 110 °C in a pressure cooker for 3 min. The slides were cooled at room temperature for 20 min prior to blocking.

For blocking, slides were incubated with Dual Endogenous Enzyme Block (S2003, Agilent Technologies) for 20 min. The slides were blocked with 10% goat serum for 30 min and incubated with anti-4-HNE antibody (BS-6313R, Thermo Fisher, 1:100), anti-MAFF antibody (GTX120264, GeneTex, 1:400), or anti-CPT2 antibody (26555-1-AP, Proteintech, 1:600) diluted with antibody diluent (ab64211, Abcam) at 4 °C overnight. After washing three times with PBS/0.05% Tween-20, the secondary anti-rabbit antibody with HRP-labeled polymer was added to slides (K4003, Agilent Technologies) and incubated at room temperature for 20 min. Slides were then washed three times with PBS/0.05% Tween-20 and incubated with DAB (3,3′-Diaminobenzidine) (K3468, Agilent Technologies) to visualize the HRP signals. The slides were counterstained with hematoxylin (1.09249.0500, Sigma Aldrich) and mounted with aqueous mounting medium (1.08562.0050, Merck). Slides were imaged with an Aperio Scanscope CS digital pathology scanner (Leica Biosystems Imaging, Inc.) at 20× magnification. For CPT2 and 4-HNE staining, three representative fields were selected per slide at 10x magnification. DAB staining intensity was analyzed using FIJI (Image-J-based open-source software) [29]. Positively stained areas were extracted using color deconvolution, with the brightness and contrast optimized for each set of images, and the values were kept consistent across all images from the same set. Positively stained areas were converted into binary images, and the integrated density values were calculated. The three representative field results were averaged and normalized to shSCR control. Nuclear MAFF staining was quantified using QuPath software (0.6.0). For TMA slides, tumor regions within each core were annotated following TMA dearraying. For mouse tumor sections, three representative fields per slide were selected at 10× magnification for analysis. We utilized the built-in “Positive cell detection” workflow to segment cells and measure the mean nuclear DAB intensity after stain deconvolution. A threshold for the nuclear DAB signal was set to classify individual cells as positive. The final quantification for each core was determined by calculating the percentage of MAFF-positive tumor cells.

### Patient data

Patient survival z-scores for MAFF and CPT2 expression were obtained from PREdiction of Clinical Outcomes from Genomic Profiles (PRECOG) [30] and visualized. To compare prognostic associations across independent data sets and to minimize the confounding influence of batch effects, the statistical associations between genes and clinical outcomes were assessed by z-scores. Combined z-scores represent the integrated gene expression data with clinical outcome from the public domain. Expression levels of MAFF and CPT2 across different breast cancer subtypes were retrieved from The Cancer Genome Atlas (TCGA) (https://www.cancer.gov/tcga) datasets and plotted. The correlation between MAFF and CPT2 was analyzed using METABRIC datasets based on mRNA expression z-scores normalized across all samples. Overall survival of basal-like breast cancer patients in relation to MAFF and CPT2 mRNA expression was analyzed using Kaplan-Meier plotter (KM plotter) [31, 32], which established survival data by combining multiple independent datasets with clinical data and gene expression measurements. TMA slide was purchased from Biomax (BR881). As all datasets and tissue samples used in this study were publicly available or commercially obtained and fully anonymized, this research was exempt from institutional ethics review.

### Statistical analysis

The data are presented as the mean, the standard deviation, and the individual observations of at least three replicates. The data were analyzed using GraphPad Prism software (GraphPad Prism 10, Dotmatics) as indicated in each figure. Briefly, for comparisons between two groups, we performed two-tailed Student’s *t*-tests. To compare multiple groups, we used One-way ANOVA for single-condition experiments and Two-way ANOVA for experiments involving multiple conditions. A *p* value of <0.05 was considered statistically significant.

## Results

### MAFF expression is associated with poor prognosis in breast cancer

To strengthen our previous findings on the prognostic relevance of MAFF [12], we analyzed the association between *MAFF* expression and patient survival outcomes. A Meta-Z analysis of the PREdiction of Clinical Outcomes from Genomic Profiles (PRECOG) dataset [30] identified MAFF as a strong predictor of poor survival in multiple cancer types, with the most pronounced effect in breast cancer (Fig. 1a). Supporting this, breast cancer patient tissue microarray analysis revealed a marked increase in nuclear MAFF expression in Stage II and III tumors, indicating its link to disease progression (Fig. 1b). Subtype-specific The Cancer Genome Atlas (TCGA) data further showed that MAFF expression was selectively enriched in basal-like breast cancers compared to luminal A/B and HER2-positive tumors (Fig. 1c). Importantly, Kaplan–Meier survival analysis (KM plotter) [31, 32] demonstrated that high MAFF expression was significantly correlated with poor overall survival in basal-like breast cancer patients (Fig. 1d). Together, these findings establish MAFF not only as a marker of aggressive breast cancer but also as a potential driver of adverse clinical outcomes.

**Fig. 1:**
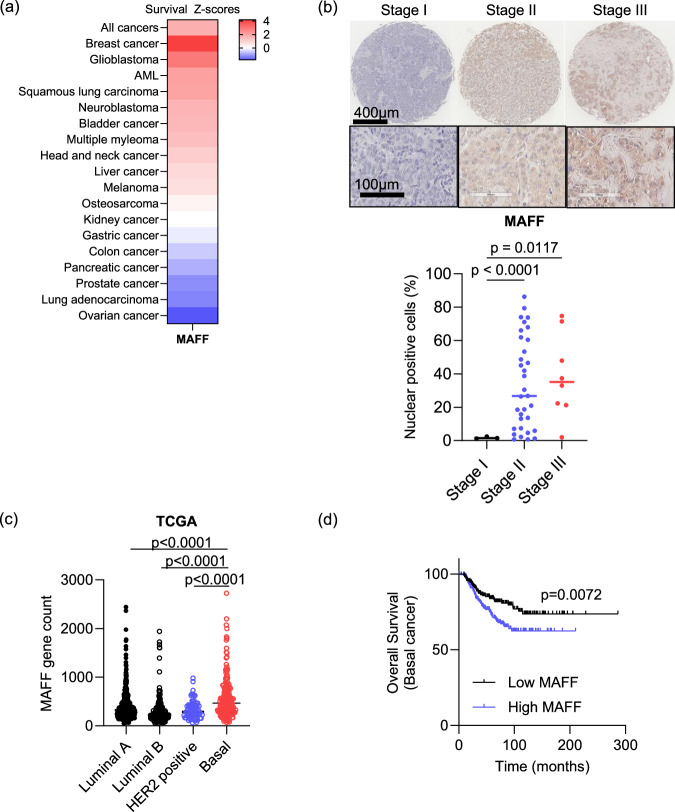
MAFF expression is associated with poor prognosis in breast cancer. **a** Meta-Z survival scores of MAFF across several cancer types generated using the PRECOG platform show a strong association with poor survival in breast cancer. **b** Analysis of nuclear MAFF expression in a breast cancer patient tissue microarray showed that MAFF expression correlates with advanced stage II and III disease (Top: Representative images at low magnification (scale bar = 400 μm), Bottom: Higher-magnification images (scale bar = 100 μm), Stage I: *n* = 3, Stage II: *n* = 33, Stage III: *n* = 8). **c** TCGA RNA-seq analysis of MAFF expression across breast cancer subtypes, showing higher expression in basal-like tumors (Luminal A: *n* = 499, Luminal B: *n* = 197, HER2 positive: *n* = 78, Basal: *n* = 171). **d** Kaplan–Meier survival analysis of basal-like breast cancer patients stratified into high vs low expression of MAFF using KM plotter demonstrated reduced overall survival with high MAFF expression (Low MAFF: *n* = 216, High MAFF: *n* = 215). Statistical tests were performed by One-way ANOVA with multiple comparison (**b**, **c**) and Log-rank test (**d**).

### MAFF expression increases susceptibility to ferroptosis

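MDA-MB-231 is a human cell line from a basal-like breast cancer. RNA-sequencing libraries of MDA-MB-231 cells carrying a non-targeting shRNA (shSCR) were analysed here, 3 from cells without irradiation (0 Gy) and 3 from cells collected 24 h after 10 Gy of gamma irradiation. The sample labels name these cells SCR and give their genotype as WT. Libraries of MAFF knockdown cells were not analysed here. The authors deposited FPKM values (fragments per kilobase of gene, scaled to the sequencing depth) for the genes of GRCh38. In each library, 100% of the values above 0 came out as whole reads once multiplied by the gene's length and by the depth implied for that library. The recovered reads on genes were 21928560, 15643641 and 21856761 in the 3 libraries at 0 Gy, with a median of 21856761. At 10 Gy they were 28861781, 17570365 and 21065258, with a median of 21065258. The values below use the FPKM as deposited. The depth that each library was divided by was between 0.973 and 1.04 times its own recovered reads, so a scaling factor for each library is already in the values. This factor was 0.973 to 0.991 at 0 Gy and 1.03 to 1.04 at 10 Gy, so it differed between the doses. Expression was compared with limma on log2(FPKM + 1) over the 12128 genes with a mean FPKM of at least 1. On that scale, libraries of the same dose correlated at 0.992 or more across genes, and libraries of different doses at 0.989 or less. Genes are not independent replicates, so these correlations only describe the libraries. The comparison of the 2 doses is reported after the paper, since the paper reports no irradiated cells.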

To explore the pathways in which MAFF plays a critical role, we used our previously established MDA-MB-231 cells with MAFF knockdown (shMAFF) and its corresponding non-targeting control (shSCR, Fig. S1a) to perform RNA sequencing [12]. Direct transcriptional targets of MAFF showing significant expression changes (>1.3-fold) were identified by integrating RNA-sequencing data with previously generated MAFF ChIP-sequencing results [12]. We detected 1806 downregulated and 1866 upregulated genes as direct MAFF targets (Fig. S1b and Supplementary Table 1). KEGG pathway enrichment analysis using Enrichr [22–24] revealed that MAFF predominantly downregulated genes linked to cancer-related pathways, including “Bladder Cancer,” “TNF Signaling,” “Hippo Signaling,” “ECM–Receptor Interaction,“ and “Pathways in Cancer” (Fig. 2a). Metabolic pathways such as “Fructose and Mannose Metabolism” and “beta-Alanine Metabolism” were also affected. Interestingly, MAFF expression significantly influenced the “Ferroptosis” pathway, with the analysis showing that both ferroptosis inducers and repressors were downregulated by MAFF knockdown. (Figure S1c and Supplementary Table 2). In contrast, genes involved in the “Fatty acid elongation” pathway were upregulated following MAFF knockdown (Fig. S1d). Gene set enrichment analysis (GSEA) of all altered genes also highlighted enrichment of MAFF-regulated genes in the “Ferroptosis” pathway and related processes, including “Unsaturated Fatty Acid Metabolism and” “Iron Ion Transport,” (Fig. 2b).

**Fig. 2:**
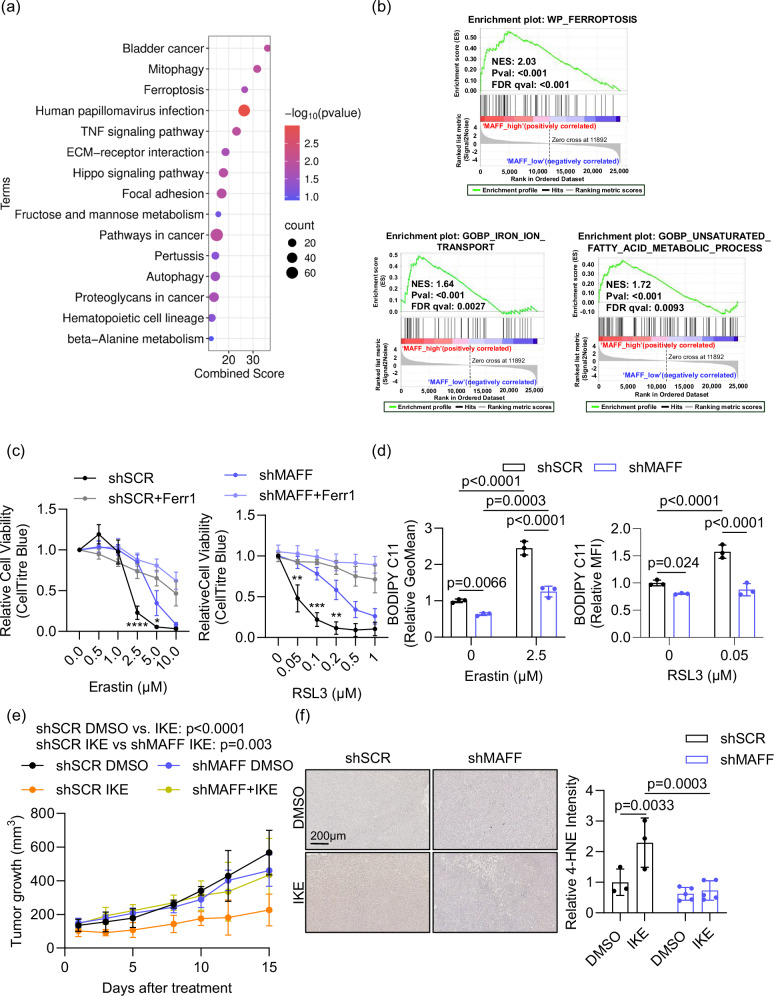
MAFF expression increases susceptibility to ferroptosis. **a** KEGG pathway analysis of direct target of MAFF from combined downregulated RNA- and ChIP-sequencing data revealed significant downregulation of genes in cancer-related and metabolic pathways, as well as the “Ferroptosis” pathway. **b** GSEA identified MAFF-dependent transcriptional programs linked to the “Ferroptosis,” “Unsaturated Fatty Acid Metabolism,” and “Iron Ion Transport”. **c** MAFF depletion (shMAFF) reduced erastin- and RSL3-induced ferroptotic death after 24 h incubation in MDA-MB-231 cells, as measured by CellTiter-Blue®, while Ferr-1 rescued viability, confirming ferroptosis-specific cytotoxicity. (*n* = 4, ****p < 0.0001, ***p = 0.0006, **p = 0.0036) **d** Flow cytometry analysis of BODIPY C11 revealed that erastin (2.5 μM)- or RSL3 (0.05 μM)-induced lipid peroxidation after 24 h incubation was diminished in the absence of MAFF (*n* = 3). **e** In orthotopic xenografts, IKE treatment suppressed control tumor growth but had minimal effect in MAFF-deficient tumors, indicating that MAFF is required for ferroptosis sensitivity in vivo (shSCR: *n* = 3, shMAFF: *n* = 5). **f** Lipid peroxidation, evaluated by 4-HNE staining, was significantly elevated by IKE treatment in MAFF-expressing tumors. Data are presented as means ± SD. Statistical tests were performed by One-way ANOVA (**c**) and Two-way ANOVA (**d**, **e**, **f**) with or without multiple comparisons.

To investigate whether MAFF could be a key regulator of ferroptosis, control and MAFF knockdown MDA-MB-231 cells were treated with the ferroptosis inducers erastin (SLC7A11 inhibitor) and 1S,3R-RSL-3 (RSL3, GPX4 inhibitor). In control cells (MDA shSCR), both erastin and RSL3 induced significant tumor cell death, which was reversed by the treatment of ferrostatin-1 (Ferr-1), a ferroptosis inhibitor [1, 4] (Fig. 2c). In contrast, MAFF knockdown (MDA shMAFF) reduced cell susceptibility to ferroptosis, resulting in decreased cell death. Consistently, lipid peroxidation measured by BODIPY C11 fluorescence was markedly increased by ferroptosis inducers in control cells, but this effect was abrogated in MAFF-deficient cells (Fig. 2d). Consistently, mitochondrial lipid peroxidation was also significantly reduced in MAFF knockdown cells compared with control cells, further supporting a role for MAFF in promoting ferroptosis-associated oxidative damage (Fig. S2a). To address potential off-target effects associated with single shRNA use, similar effects were confirmed using transient MAFF knockdown with an siRNA pool (Fig. S2b–d). Additionally, propidium iodide (PI) uptake assays confirmed that erastin induced ferroptotic cell death in control cells in a dose-dependent manner, which was significantly suppressed by Ferr-1 treatment, whereas MAFF knockdown markedly attenuated PI-positive cell death, excluding proliferation-related artifacts (Fig. S2e). Reduced sensitivity to ferroptosis upon MAFF depletion was also evident in two additional TNBC cell lines, BT549 and Hs578T, following erastin treatment (Fig. S2f–h). Conversely, MAFF overexpression in MDA-MB-231 cells (MAFF OE), which we previously generated [12], enhanced sensitivity to ferroptosis inducers, including erastin and RSL3, and further increased lipid peroxidation (Fig. S2i–k). These findings suggest that MAFF expression modulates ferroptotic sensitivity in TNBC cells.

To investigate the role of MAFF in the context of the tumor microenvironment, in vivo studies were conducted. MDA-MB-231 cells with or without MAFF expression were orthotopically injected into the mammary fat pads of athymic nude mice. Once tumors reached approximately 100 mm³, mice were treated with imidazole ketone erastin (IKE), a metabolically stable and more potent analogue of erastin, optimized for in vivo studies [33]. After 2-week IKE injection, a significant reduction in control tumor growth was observed (Fig. 2e). However, in the absence of MAFF, the growth of tumors remained unchanged, exhibiting consistent results compared to our in vitro studies. Immunohistochemical analysis of tumor tissues with 4-hydroxynonenal (4-HNE), a marker of lipid peroxidation, exhibited increased lipid peroxidation in control tumors following IKE treatment, whereas no significant changes were observed in tumors with MAFF knockdown (Figs. 2f and S2l).

### MAFF modulates ferroptotic sensitivity through regulation of intracellular iron levels

As an iron-dependent process, ferroptosis is profoundly affected by proteins that regulate iron transport, storage, and utilization [34], and, hence, we investigated whether MAFF modulates iron metabolism. In control cells, erastin treatment markedly increased intracellular ferrous iron (Fe²⁺) levels (Figs. 3a and S3a). While basal labile iron levels remained unchanged, MAFF knockdown using either shRNA or an siRNA pool significantly reduced the erastin-induced increase in ferrous iron. To determine whether reduced labile iron levels in MAFF knockdown cells contributed to the diminished ferroptosis response, exogenous iron in the form of iron (II) sulfate, was added to both control and MAFF knockdown cells. Iron (II) sulfate alone did not affect cell viability or lipid peroxidation in the presence of MAFF, but it significantly increased ferroptosis sensitivity when MAFF was inhibited, indicating that MAFF modulates susceptibility to ferroptosis by regulating iron availability (Fig. 3b, c).

**Fig. 3:**
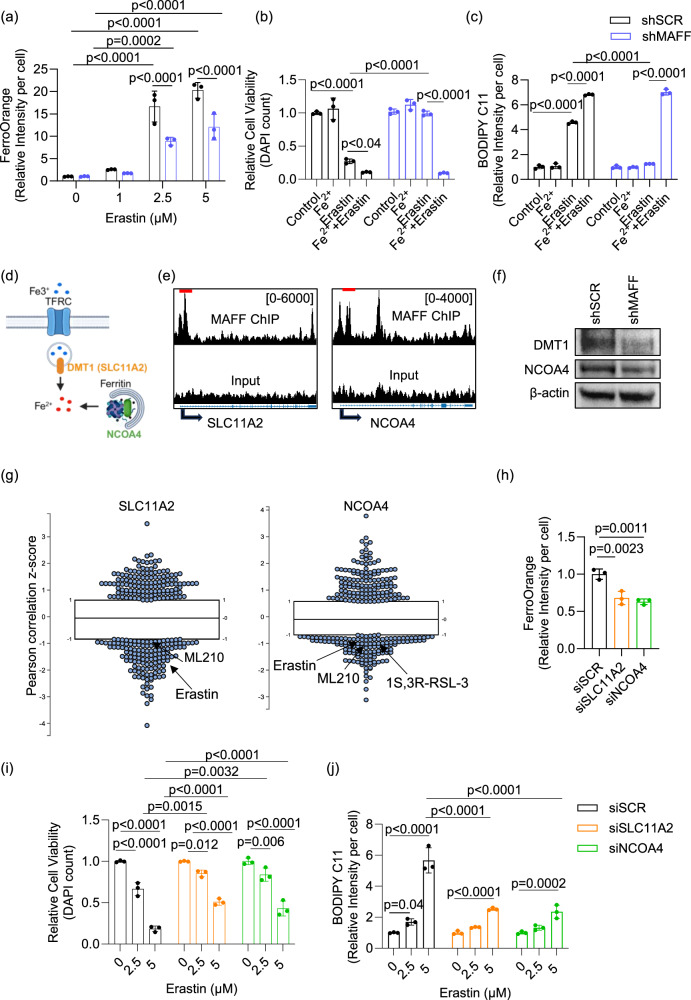
MAFF modulates ferroptotic sensitivity through regulation of intracellular iron levels. **a** Intracellular ferrous iron levels measured by FerroOrange increased with erastin treatment for 24 h in a dose-dependent manner in MDA-MB-231 cells. Compared to control cells, MAFF knockdown significantly reduced iron accumulation (*n* = 3). **b**, **c** Celigo analysis of DAPI-stained cells and C11-BODIPY lipid peroxidation revealed that treatment with 50 µM ammonium iron (II) sulfate combined with 2.5 µM erastin for 24 h promoted ferroptotic death in MDA-MB-231 cells, which was potentiated upon MAFF knockdown (*n* = 3). **d** Schematic representation of pathways influencing intracellular ferrous iron levels, including iron import via TFRC, reduction of ferric (Fe³⁺) to ferrous (Fe²⁺) iron by DMT1, and ferritinophagy-mediated iron release via NCOA4. **e** MAFF ChIP-sequencing profiles revealed strong binding at the promoter regions of *SLC11A2* and *NCOA4*. **f** Western blot analysis showed decreased DMT1 and NCOA4 protein expression upon MAFF knockdown. **g** Analysis of the CTRP demonstrated that expression of *SLC11A2* and *NCOA4* significantly correlated with sensitivity to ferroptosis inducers (erastin, M210, and 1S,3R-RSL-3). **h** Intracellular ferrous iron levels measured by FerroOrange decreased with knockdown of *SLC11A2* or *NCOA4* compared to control (siSCR). **i**, **j** Knockdown of *SLC11A2* or *NCOA4* reduced erastin-induced ferroptotic cell death (DAPI) and lipid peroxidation (BODIPY C11) after 24 h, as measured by Celigo (**i**, **j**). (*n* = 3). Data are presented as means ± SD. Statistical significance was determined by Two-way ANOVA (**a**–**c**, **i**–**j**) and One-way ANOVA (**h**) with multiple comparisons.

To identify the target genes through which MAFF regulates ferroptosis, we examined ferroptosis-related genes within the KEGG pathways significantly influenced by MAFF expression. This analysis revealed a mix of ferroptosis-related genes, including both inducers and repressors, were downregulated by MAFF knockdown (Fig. S1c and Supplementary Table 2). We focused on genes whose expression patterns correlated with MAFF in response to ferroptosis. To identify direct targets of MAFF, we further refined the gene list by selecting those with prominent binding peaks enriched around transcriptional start sites (TSS) in our previous ChIP sequencing data [12]. Interestingly, two genes (*SLC11A2, NCOA4*) involved in iron homeostasis were significantly regulated by MAFF (Fig. 3d–f). Knocking down *MAFF* led to decreased expression of *SLC11A2* and *NCOA4*, indicating that MAFF is a transcriptional activator of these genes (Figs. 3f and S3b). Both *SLC11A2*, which encodes the divalent metal transporter 1 (DMT1), and NCOA4 contribute to the release of ferrous iron into the cytosolic labile iron pool, facilitating the Fenton reaction, either from the endosome or autophagosome [35–37]. Data from the Cancer Therapeutic Response Portal (CTRP) further showed that their expression was significantly correlated with drug sensitivity to ferroptosis inducers (Erastin, M210, and 1S,3R-RSL-3, Fig. 3g). The role of both *SLC11A2* and *NCOA4* in ferroptosis was further confirmed by knocking down these genes using siRNAs (Fig. S3c). While silencing these genes significantly reduced ferrous iron levels, erastin-induced cell death and lipid peroxidation were also attenuated. (Fig. 3h–j). Therefore, our data indicate that MAFF enhances ferroptotic sensitivity by increasing the labile iron pool through regulation of DMT1 (*SLC11A2*) and NCOA4.

### MAFF enhances ferroptotic sensitivity through lipid metabolic reprogramming

As ferroptosis is driven by the peroxidation of PUFAs, pathways involved in lipid metabolism and fatty acid biogenesis play a critical role in regulating this cell death process [38–41]. Building on our findings from the KEGG and GSEA analysis (Figs. 2a, b and S1c and Supplementary Table 2), we examined whether MAFF expression influenced fatty acid content in cells. Untargeted lipidomic profiling was performed using LC–QTOF–MS. Heatmap results revealed broad alterations across multiple lipid classes following MAFF knockdown (Fig. 4a). Although the total intensity of phosphatidylcholine (PC) showed a decreasing trend, the total intensities of lysophosphatidylcholine (LPC) and combined phosphatidylethanolamines (PE and etherPE) were significantly increased, suggesting enhanced phospholipid turnover or membrane remodeling (Fig. 4b). Notably, triglycerides (TG) exhibited the most pronounced reduction. As TGs are essential for lipid droplet (LD) formation, we observed that basal levels of LD were lower on MAFF knockdown cells generated using either shRNA or an siRNA pool compared to control (Figs. 4c and S4a). Moreover, erastin treatment induced LD accumulation in control cells, but this effect was abolished in MAFF-depleted cells, indicating a sustained suppression of LD formation. Perilipin 3 (PLIN3) is a member of the PAT family of LD-associated proteins that plays a key role in LD formation and stability by binding to nascent LDs and influencing neutral lipid storage dynamics [42]. ChIP-sequencing analysis revealed MAFF binding at the PLIN3 TSS, and protein levels of PLIN3 were markedly reduced upon MAFF knockdown (Figs. S4b and S4c). These results indicate that MAFF directly regulates PLIN3 expression, thereby linking MAFF-dependent transcriptional control to LD homeostasis.

**Fig. 4:**
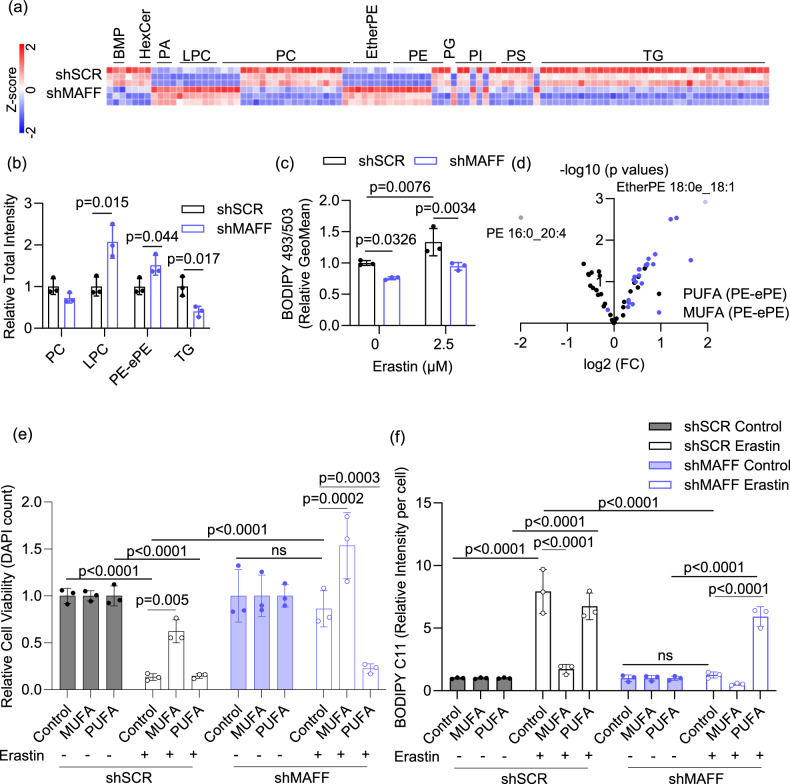
MAFF enhances ferroptotic sensitivity through lipid metabolic reprogramming. **a** Lipidomic profiling of MDA-MB-231 cells following MAFF depletion, shown as a heatmap of relative changes in major lipid class intensities. **b** The total intensities, normalized to the control group, revealed a trend toward decreased PC, with significant increases in LPC and PE/etherPE (ePE), whereas TG was significantly reduced (*n* = 3). **c** Lipid droplet content, measured by BODIPY 493/503 staining and flow cytometry, was significantly reduced upon MAFF knockdown both at baseline and following 24 h erastin treatment. (*n* = 3) **d** Analysis of PE and etherPE species showed a shift from PUFA toward MUFA in the absence of MAFF. **e**, **f** Supplementation with MUFA (oleic acid 200 µM) protected control cells from erastin-induced ferroptosis, as evidenced by increased survival (**d**, DAPI) and reduced lipid peroxidation (**e**, BODIPY C11) after 24 h of treatment measured by celigo, whereas PUFA treatment (linoleic acid 400 µM) enhanced ferroptosis in MAFF-deficient cells (*n* = 3). Data are presented as means ± SD. Statistical significance was determined by Multiple upaired *t*-tests (**b**) and Two-way ANOVA with multiple comparisons (**c**, **e**, **f**).

Interestingly, loss of MAFF also altered the lipid landscape, shifting it from PUFAs toward monounsaturated fatty acids (MUFAs) (Fig. 4d). This shift was most apparent in the increased abundance of MUFA-containing etherPE species, accompanied by a reduction in PUFA-containing PE16:0_20:4, the most susceptible lipid to lipid peroxidation [43]. As previously reported, the balance between PUFAs and MUFAs is a critical determinant of ferroptosis sensitivity [3, 20, 44]. To investigate whether MAFF-dependent regulation of PUFA-MUFA balance contributes to ferroptosis, we treated MDA-MB-231 cells with either oleic acid (OA, MUFA) or linoleic acid (LA, PUFA) in the presence and the absence of MAFF. In shSCR cells, the addition of OA reduced erastin-induced cell death and lipid peroxidation, whereas shMAFF cells were largely resistant to erastin-induced ferroptosis regardless of OA treatment (Fig. 4e, f). Conversely, LA treatment significantly increased cell death and lipid peroxidation in shMAFF cells but did not cause further changes in shSCR cells. These findings indicate that MAFF sensitizes tumors to ferroptosis by regulating PUFAs.

### MAFF represses genes in fatty acid oxidation and synthesis

To further identify MAFF target genes involved in lipid and fatty acid metabolism, we focused on genes within fatty acid metabolic pathways that exhibited distinct MAFF binding peaks near their TSS. We found MAFF binding in the TSS of *CPT2*, *FASN*, and *SCD1* genes (Fig. 5a). Notably, these genes were transcriptionally repressed by MAFF (Figs. 5b and S5a). Carnitine palmitoyltransferase 2 (CPT2) is a key mitochondrial enzyme in long-chain fatty acid β-oxidation that converts imported acylcarnitines back into acyl-coenzyme A (acyl-CoA) within the mitochondrial matrix, allowing their subsequent oxidation to acetyl-CoA (Fig. 5c) [45]. From acetyl-CoA, fatty acid synthase (FASN) generates long-chain saturated fatty acids, which are then converted to MUFAs by stearoyl-CoA desaturase 1 (SCD1), a rate-limiting enzyme in MUFA biosynthesis [46]. CTRP analysis showed the inverse correlation between these genes and sensitivity to several ferroptosis inducers (Fig. 5d). To test whether MAFF-dependent repression of *CPT2*, *FASN*, and *SCD1* contributes to ferroptosis susceptibility, we knocked down these genes in both shSCR and shMAFF cells (Fig. S5b). In control (shSCR) cells, which were already sensitive to ferroptosis, gene knockdown did not further increase erastin-induced cell death or lipid peroxidation (Fig. 5e, f). However, in shMAFF cells, knockdown of *CPT2*, *FASN*, or *SCD1* markedly enhanced ferroptosis, indicating that MAFF protects against ferroptosis by regulating this metabolic axis (Fig. 5g, h).

**Fig. 5:**
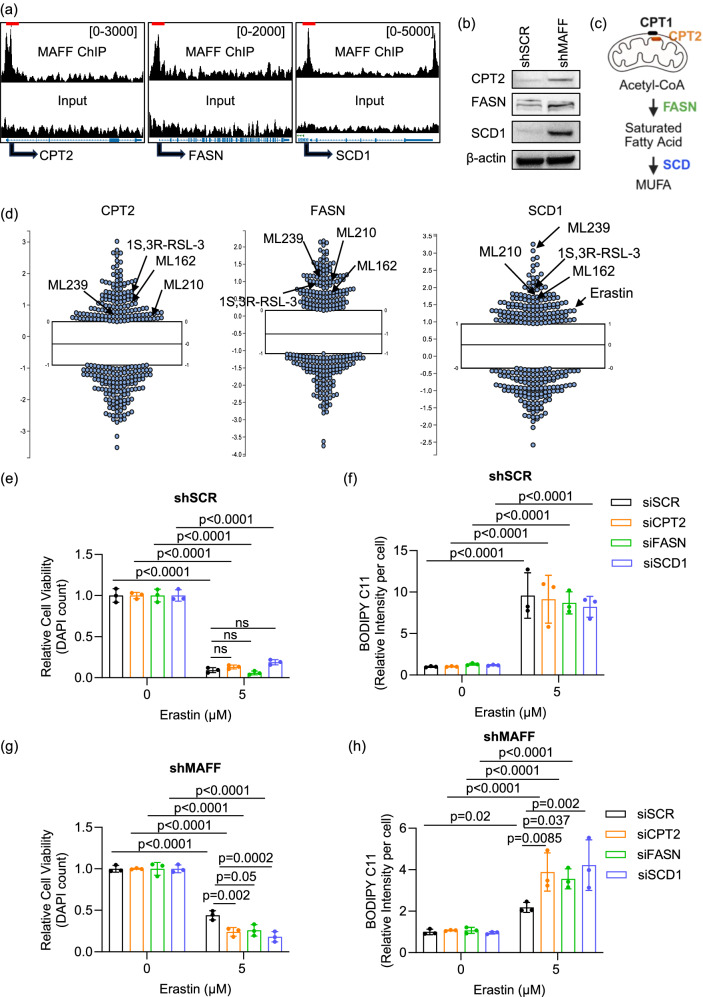
MAFF represses genes in fatty acid oxidation and synthesis. **a** MAFF ChIP-sequencing data presented strong binding at the promoter regions of *CPT2, FASN*, and *SCD1*. **b** MAFF knockdown increased protein expression of CPT2, FASN, and SCD1 measured by western blot. **c** Schematic representation of pathways regulated by CPT2, FASN, and SCD1 **d** The CTRP analysis showed that expression of *CPT2*, *FASN*, and *SCD1* inversely correlated with sensitivity to ferroptosis inducers (erastin, M210, ML162, ML239, and 1S,3R-RSL-3). **e**, **f** In control MDA-MB-231 cells, knocking down *CPT2*, *FASN*, and *SCD1* using siRNApool showed similar levels of ferroptosis induction measured by cell survival and lipid peroxidation after 24 h of erastin treatment using Celigo (*n* = 3). **g**, **h** In the absence of MAFF, knocking down *CPT2*, *FASN*, and *SCD1* sensitized tumor cells to erastin-induced ferroptosis measured by cell survival and lipid peroxidation after 24 h using Celigo (*n* = 3). Data are presented as means ± SD. Statistical significance was determined by Two-way ANOVA with multiple comparisons (**e**–**h**).

### CPT2 is a negative regulator of tumor invasion and progression

Our data demonstrate that MAFF increases tumor susceptibility to ferroptosis through direct repression of CPT2 expression. Although a direct role of CPT2 in ferroptosis has not been clearly established, our findings provide functional evidence that CPT2 modulates ferroptosis sensitivity. Consistently, direct inhibition of CPT2 phenocopied MAFF overexpression, leading to a significant increase in ferroptosis sensitivity. (Fig. 5g, h). In contrast to CPT2 knockdown, CPT2 overexpression (Fig. S6a) suppressed ferroptotic responses in breast cancer cells, as evidenced by reduced cell death (Fig. 6a), lipid peroxidation (Fig. 6b), and mitochondrial lipid peroxidation (Fig. 6c). To determine whether CPT2 overexpression contributes to lipid reprogramming associated with reduced ferroptosis sensitivity, we next performed a lipidomic analysis. In CPT2-overexpressing (CPT2 OE) cells, the total intensity of PC was significantly decreased (Fig. 6d). Consistent with the shMAFF, LPC and PE levels were significantly increased, whereas TG levels were decreased. Lipidomic analysis showed that CPT2 overexpression alone did not significantly affect acylcarnitine levels under basal conditions (Fig. 6e). However, erastin treatment markedly increased acylcarnitine levels in vector control cells, whereas this increase was attenuated in CPT2-overexpressing cells. These results suggest that CPT2 modulates acylcarnitine accumulation in response to ferroptotic stress. In contrast to shMAFF, CPT2 overexpression did not induce a shift toward MUFA-enriched PE/etherPE species. Instead, both MUFA- and PUFA-containing PE and etherPE species were concomitantly increased (Fig. S6b). Despite this overall increase, the oxidized-PE/total PE ratio was markedly elevated only in erastin-treated vector control cells (Fig. 6f). Notably, this increase was largely suppressed in CPT2-overexpressing cells, consistent with reduced ferroptosis-associated lipid peroxidation.

**Fig. 6:**
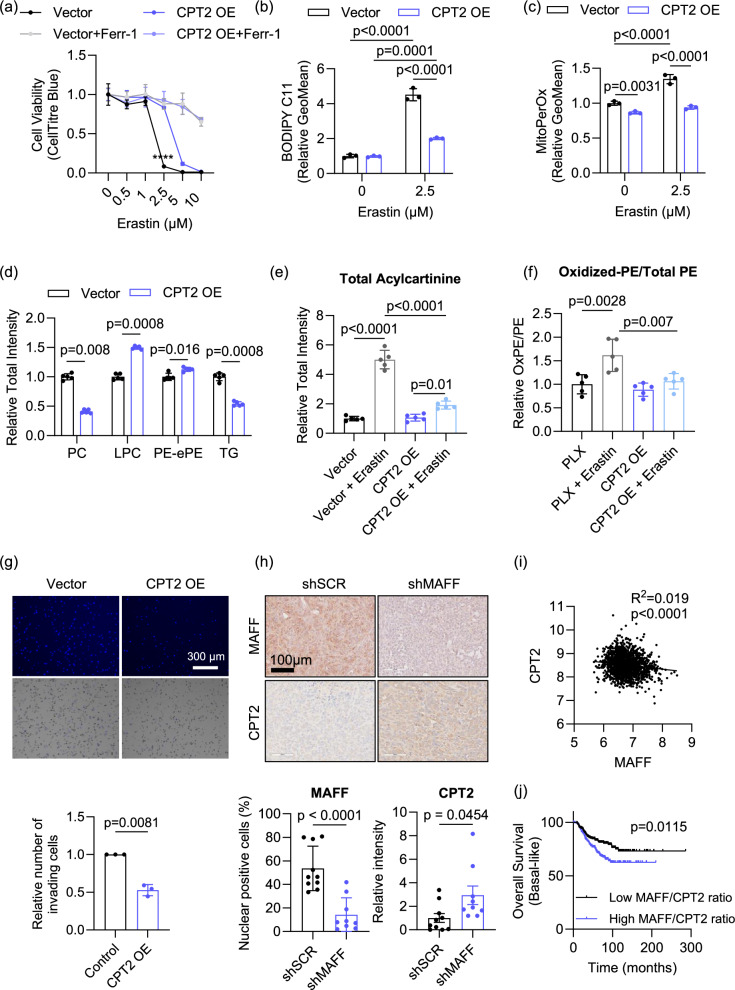
CPT2 is a negative regulator of tumor invasion and progression. Overexpression of CPT2 in MDA-MB-231 cells significantly enhanced erastin-induced cell death after 24 h, as measured by the CellTiter-Blue®, assay (**a**, *n* = 3), and increased lipid peroxidation and mitochondrial lipid peroxidation levels, determined by BODIPY-C11 (**b**, *n* = 3) and MitoPerOx (**c**, *n* = 3) fluorescence using flow cytometry. **d** Total intensities, normalized to the control group, indicated that CPT2 overexpression significantly decreased PC and TG, while increasing LPC and PE-etherPE (ePE) (*n* = 5). **e** Mean acylcarnitine intensities indicated that CPT2 overexpression did not alter basal levels of acylcarnitine but attenuated the increase of acylcarnitine upon erastin treatment (*n* = 5). **f** Ratio of oxidized-PE/total PE indicated that only erastin-treated vector control cells after 24 h had high oxidation of PE (*n* = 5). **g** Invasion assays using Matrigel-coated invasion chambers demonstrated that CPT2 overexpression markedly decreased tumor cell invasion. Cells were visualized by DAPI staining (upper panels) or with a three-step staining kit (bottom panels, *n* = 3). **h** Tumor tissues derived from MDA-MB-231 mouse xenografts exhibited a significant increase in CPT2 expression upon MAFF knockdown (shSCR; *n* = 10, shMAFF: *n* = 9). **i** METABRIC dataset analysis of mRNA z-scores showed a significant inverse correlation between MAFF and CPT2 expression in breast cancer patients (*n* = 1866). **j** A high MAFF-to-CPT2 expression ratio was associated with poorer overall survival among basal-like breast cancer patients, as shown by KM plotter analysis (Low MAFF/CPT2 ratio: *n* = 216, High MAFF/CPT2 ratio: n = 215). Data are presented as means ± SD. Statistical significance was determined by Two-way ANOVA with multiple comparisons (**a**–**c**, **e**, **f**), Multiple unpaired *t*-tests (**d**), unpaired *t*-test with Welch’s correction (**g**, **h**), simple linear regression (**i**), and log-rank (**j**).

Additionally, we observed that the overexpression of CPT2 also led to a marked decrease in tumor cell invasion, linking this pathway to cancer progression (Fig. 6g). To assess whether our in vitro findings translate to a more complex in vivo system, we examined tumor tissues from prior mouse studies demonstrating that MAFF knockdown suppresses lung metastasis [12]. CPT2 expression was significantly increased in primary tumors derived from MAFF-knockdown cells compared with controls (Fig. 6h). Tying these observations together, MAFF expression was inversely correlated with CPT2 expression in breast cancer patients (Fig. 6i).

Complementing our experimental data, a Meta-Z analysis using the PRECOG database revealed the clinical significance of CPT2 (Fig. S6c), highlighting its role as a tumor suppressor, which has been previously noted in liver, ovarian, and renal cancers [47–49]. In contrast to MAFF, higher CPT2 expression was associated with a better prognosis across numerous cancer types, including breast cancer. Within breast cancer subtypes, CPT2 expression was notably lower in aggressive basal-like tumors compared to luminal A/B or HER2-positive types (Fig. S6d). Consequently, a high MAFF/CPT2 ratio was significantly correlated with poor overall patient survival, indicating that MAFF-mediated CPT2 repression regulates tumor progression (Fig. 6j). These findings align with our central hypothesis that MAFF-mediated repression of CPT2 is a crucial mechanism that simultaneously modulates ferroptosis and enhances the invasive potential of tumor cells.

## Discussion

We previously identified MAFF as a key regulator of tumor invasion and metastasis in breast and ovarian cancers [12]. In this study, we further uncover that while MAFF promotes a poor prognosis of basal-like breast cancer, it simultaneously sensitizes these aggressive cells to ferroptosis by reprogramming their iron and lipid metabolism through transcriptional regulation of key metabolic genes. The enhanced sensitivity of invasive and drug-resistant tumor types to ferroptosis has attracted significant interest as a potential therapeutic strategy for treating aggressive cancers [4, 6–11, 50]. Interestingly, this ferroptotic vulnerability often arises from the same pathways that drive malignancy. For instance, transcription factors such as ZEB1 and HIF2, which are vital for metastatic survival and hypoxia adaptation, can also render cells more susceptible to ferroptosis [6, 50]. Similarly, the enzyme acyl-CoA synthetase long-chain family member 4 (ACSL4) enhances ferroptosis by promoting the incorporation of PUFAs into cellular membranes [51]. This PUFA enrichment not only primes cells for lipid peroxidation and ferroptotic cell death but also increases membrane fluidity, thereby enhancing the metastatic potential of tumor cells [10, 11]. Consistent with these paradigms, our findings demonstrate that the transcription factor MAFF acts as a transcriptional node linking pro-metastatic metabolic programs to increased ferroptosis sensitivity through coordinated regulation of iron and lipid metabolism.

Our discovery that MAFF is a regulator of ferroptosis is supported by emerging evidence from lung cancer, where MAFF was shown to regulate *SCL7A11* expression and influence ferroptotic sensitivity [52]. However, our findings further extend this observation substantially by revealing that MAFF functions as a central coordinator of ferroptosis by regulating iron and fatty acid availability [53–55]. A key finding of our study is the direct transcriptional control by MAFF over the labile iron pool. We show that MAFF transcriptionally activates essential genes for iron homeostasis, such as *SLC11A2* (DMT1) and *NCOA4*. By upregulating *SLC11A2*, an endosomal iron transporter [36] and *NCOA4*, the cargo receptor for ferritinophagy [37], MAFF supplies iron to initiate ferroptosis. In parallel, our work reveals that MAFF remodels the cellular lipid landscape by transcriptionally repressing key enzymes in fatty acid metabolism, including *CPT2*, *FASN*, and *SCD1*. The downregulation of *FASN* and *SCD1* is particularly important, as this combined suppression limits the synthesis of protective MUFAs, thereby shifting the balance towards an accumulation of highly peroxidizable PUFAs [46]. Additionally, our findings indicate that MAFF-mediated changes in TG levels influence LD formation. The role of LDs in ferroptosis is complex [20, 44, 50, 53, 56–58]. Indeed, studies in clear-cell carcinoma have shown that simple LD accumulation is not sufficient to drive ferroptosis susceptibility [50]. Rather, it is the enrichment of these LDs with PUFAs that makes them a key contributor, acting as a reservoir of lipids vulnerable to peroxidation. Consistent with this model, we observed a significant, MAFF-dependent accumulation of LDs following treatment with erastin. However, whether these LD changes directly contribute to ferroptosis or primarily reflect alterations in TG metabolism remains unclear and warrants further investigation in future studies.

Fatty acid oxidation (FAO), a core mitochondrial pathway for energy production, is initiated by the coordinated actions of carnitine palmitoyltransferases CPT1 and CPT2 [59]. The role of FAO in ferroptosis is increasingly recognized as context dependent. For instance, CPT1-mediated FAO can either sustain redox homeostasis and suppress lipid peroxidation by replenishing NADPH and glutathione pools [60] or, under conditions of impaired mitochondrial respiration, promote excessive lipid oxidation and sensitize cells to ferroptosis [61]. In contrast, the function of CPT2 in ferroptosis remains largely unexplored. Our identification of CPT2 among MAFF-repressed targets is particularly compelling, as it directly links the pro-ferroptotic function of MAFF to suppression of a metabolic enzyme with established tumor-suppressive properties. CPT2, a key enzyme in mitochondrial fatty acid β-oxidation, has been recognized for its tumor-suppressive roles, as its overexpression reduces invasion and metastasis in ovarian, renal, and liver cancers [47–49]. Consistent with these reports, our analysis further demonstrates that higher CPT2 expression correlates with improved clinical outcomes in basal-like breast cancer, in direct opposition to the prognostic signature of MAFF. Functionally, we provide evidence that CPT2 protects cells from ferroptosis, as its knockdown re-sensitized MAFF-deficient cells to ferroptosis induction, whereas CPT2 overexpression was associated with reduced sensitivity to ferroptotic cell death. Notably, we show for the first time that CPT2 overexpression is accompanied by a distinct remodeling of the lipid landscape, including alterations in the mean class intensities of PC, PE, and TG. Importantly, while CPT2 overexpression did not significantly alter the PUFA/MUFA ratio within PE species, it markedly reduced the oxidized-PE to PE ratio under ferroptotic stress, indicating suppression of lipid peroxidation. These findings suggest a CPT2-specific function in regulating ferroptosis-associated lipid peroxidation, independent of alterations in PUFA/MUFA composition. Interestingly, CPT2 overexpression suppressed tumor invasion, highlighting a complex and inverse relationship between ferroptosis sensitivity and tumor progression.

The dual role of MAFF as both a pro-metastatic factor and a ferroptosis sensitizer reveals a compelling “double-edged sword” paradigm in aggressive breast cancer. MAFF-driven metabolic reprogramming, while promoting invasion and adaptation, simultaneously primes tumors for ferroptotic vulnerability, creating a metabolic state that can be therapeutically exploited. Our findings indicate that high MAFF expression may serve as a predictive biomarker to identify basal-like breast cancer patients most likely to benefit from ferroptosis-inducing therapies. Targeting tumors already metabolically predisposed to ferroptosis could represent an effective strategy against this otherwise poorly responsive cancer subtype. In conclusion, our study highlights MAFF as a significant regulator of ferroptosis in breast cancer, mediated by transcriptional programs governing iron homeostasis and lipid composition. This work significantly advances our understanding of the metabolic underpinnings of aggressive breast cancer and provides a compelling rationale for a biomarker-driven therapeutic approach using ferroptosis inducers.

## Supplementary information

Supplementary Figure Legends

Supplementary Figures

Original Data

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

## Data Availability

Previously deposited ChIP-sequencing data are available under accession number GSE144964 at Gene Expression Omnibus (GEO). RNA-sequencing data for MDA-MB-231 shSCR and shMAFF are available under GSE275437 and GSE310349.

# Supplementary material for: MAFF regulates ferroptotic sensitivity through iron homeostasis and fatty acid synthesis
**Source:** Cell Death Dis. 2026 May 28;17(1):656. doi: 10.1038/s41419-026-08885-w
**Supplement:** Supplementary file 1 — Supplementary Figure Legends

**Supplementary Table 1.** The list of MAFF target genes that were downregulated or upregulated upon MAFF knockdown overlapped between RNA- and ChIP-sequencing analyses.

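Supplementary Table 1 as read here holds 1805 downregulated genes, where the paper gives 1806, and 1866 upregulated genes, where the paper gives 1866. No overlap or enrichment was tested on the downregulated list for that reason. Every listed symbol was found in the deposited FPKM table, and for symbols with several rows the most abundant was taken. The 3 unirradiated shSCR libraries give the control level of each gene. The median control level was 5.34 FPKM for the downregulated genes and 3.85 FPKM for the upregulated genes. A mean of at least 1 FPKM was reached by 1469 downregulated genes, or 81.4% (95% Wilson interval 79.5 to 83.1%). Among the upregulated genes it was reached by 1365, or 73.2% (95% Wilson interval 71.1 to 75.1%). With a minimum of 5 FPKM, 924 downregulated and 813 upregulated genes remained. The largest listed rises belong mostly to genes with low control levels. Of the 144 genes listed as upregulated 10-fold or more, 142 had a mean under 1 FPKM and 68 were listed at 0 in all 3 control libraries. Of the 1330 listed as upregulated less than 2-fold, 121 had a mean under 1 FPKM. Among the downregulated genes, 70 of the 105 with a listed change of 10-fold or more and 60 of the 1156 with less than 2-fold were under 1 FPKM. Some of those 105 were abundant in the control cells, such as KRT81 (523 FPKM) and SAA1 (339 FPKM). The paper's highest fold changes are those of GALNT14, CXCR4, FBXL7, NRXN3 and ESM1. GALNT14, CXCR4, FBXL7 and NRXN3 are listed at 0 in every control library, and ESM1 had 2 recovered reads in control library 2 and 0 in the others. A listed fold change against such a level has no measured denominator in these libraries. The paper's lowest fold changes are those of PQLC2L, LINC01694, EDARADD, CDH1 and TNFRSF8, with control levels between 0.267 and 0.634 FPKM. FASN lies on chromosome 17 from 82078333 to 82098332 and encodes fatty acid synthase. Its control level was 62.7 ± 1.58 FPKM (SD, n = 3), and the paper's listed fold change in shMAFF cells is 1.43. SCD lies on chromosome 10 from 100347124 to 100364834 and encodes the stearoyl-CoA desaturase that the paper calls SCD1. Its control level was 31.7 ± 1.84 FPKM (SD, n = 3), and the paper's listed fold change is 1.51. CPT2 lies on chromosome 1 from 53196429 to 53214197 and encodes carnitine palmitoyltransferase 2. Its control level was 0.528 ± 0.047 FPKM (SD, n = 3), from 129, 78 and 118 recovered reads, and the paper's listed fold change is 1.63. From the overlap of the changed genes with MAFF ChIP-sequencing peaks, the paper reports them as direct targets of MAFF.

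**Figure D1:**
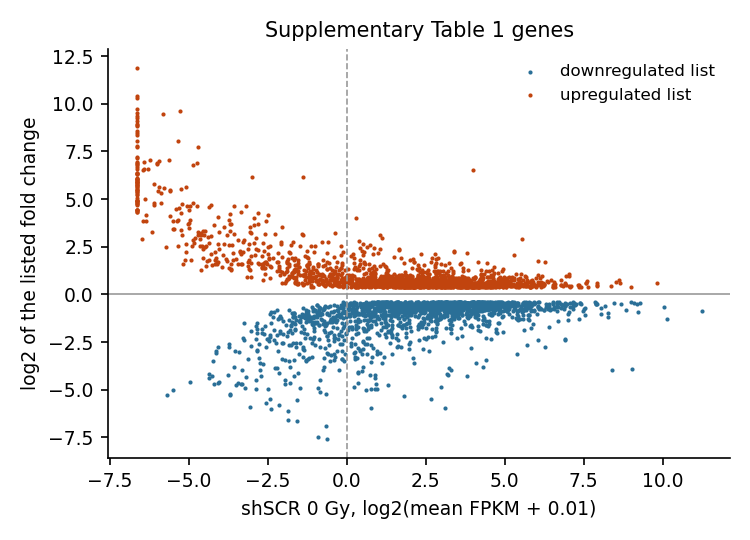
Each point is a gene of Supplementary Table 1, with log2(mean FPKM + 0.01) in the 3 unirradiated shSCR libraries on the x axis and the log2 of the paper's fold change in shMAFF cells on the y axis. The dashed line marks a mean of 1 FPKM, and 142 of the 144 genes listed as upregulated 10-fold or more lie left of it.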

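The Ferroptosis entry of the KEGG analysis of downregulated genes names 11 genes, PRNP, STEAP3, MAP1LC3A, GPX4, FTH1, LPCAT3, NCOA4, SLC11A2, HMOX1, ACSL5 and SAT2. All 11 were expressed in the unirradiated shSCR cells. Their mean levels ranged from 2.17 ± 0.144 FPKM (SD, n = 3) for LPCAT3 to 459 ± 21.4 FPKM (SD, n = 3) for FTH1, a gene with processed pseudogenes that can share its reads. SLC11A2, which encodes the iron transporter DMT1, lies on chromosome 12 of GRCh38 from 50979401 to 51028566. Its level was 7.50 ± 0.132 FPKM (SD, n = 3), from 1611, 1193 and 1627 recovered reads. NCOA4 encodes the receptor that delivers ferritin to autophagosomes and lies on chromosome 10 from 46005088 to 46030714. Its level was 66.0 ± 2.99 FPKM (SD, n = 3), from 5816, 4287 and 5532 recovered reads. GPX4, a glutathione peroxidase that reduces lipid peroxides, was at 105 ± 6.97 FPKM (SD, n = 3). HMOX1, which encodes heme oxygenase 1, was at 9.28 ± 0.560 FPKM (SD, n = 3). The paper's listed fold changes in shMAFF cells are 0.687 for SLC11A2, 0.643 for NCOA4, 0.729 for GPX4 and 0.753 for HMOX1. Between the control libraries, the highest value was 1.03 times the lowest for SLC11A2 and 1.25 times for SAT2, which varied the most of the 11.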

**Supplementary Table 2.** KEGG pathway analysis of genes upregulated or downregulated by MAFF knockdown.

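Lipids of 3 shSCR and 3 shMAFF samples were measured by LC-QTOF-MS, and Supplementary Table 3 gives peak areas that the authors normalized to protein, with a p-value for each lipid. The table was read before the tests described here were chosen. It holds 288 lipid entries, of which 16 repeat a name and 2 repeat the values of another entry. Of the paper's own p-values, 103 are under 0.05. With limma on the log2 areas and Benjamini-Hochberg adjustment, 104 of the 288 lipids changed, 31 higher and 73 lower in shMAFF cells. Samples with the same replicate number deviated together, and with the replicate number as a block limma called 208 lipids, 71 higher and 137 lower. Triacylglycerols (TG) made up 46 of the 73 lower lipids, out of 63 TG measured. The summed TG area in shMAFF cells was 0.450 times that in shSCR cells, with log2 totals that varied by 0.35 and 0.55 (SD, n = 3 per group) in shSCR and shMAFF cells. Summed lysophosphatidylcholine (LPC), over 11 lipids, was 1.82 times that in shSCR cells (SD of log2 totals 0.34 and 0.26, n = 3). For both classes the groups did not overlap (exact permutation test, two-sided p = 0.1, the smallest that 3 samples against 3 allow). Summed phosphatidylcholine (PC), over 61 lipids, was 0.916 times that in shSCR cells, and summed phosphatidylethanolamine (PE) with etherPE, over 50 lipids, was 1.12 times. For these classes the groups overlapped in a test that ignores the replicate numbers (exact permutation test, two-sided p = 0.5 for each). The PE total was higher in shMAFF cells in 3 of 3 same-numbered pairs and the PC total in 0 of 3. The mean log2 difference of the pairs was 0.16 for PE (SD 0.0064) and -0.12 for PC (SD 0.048, n = 3 pairs each). Both differences exceeded the spread between the pairs. A paired exact test cannot make a call, since 3 pairs give 0.25 at the smallest. Of the PE and etherPE lipids given with both chains, 17 had a monounsaturated and no polyunsaturated chain (MUFA) and 29 had a polyunsaturated chain (PUFA). The median log2 ratio of shMAFF to shSCR was 0.57 for the MUFA lipids, of which 16 were higher, and -0.09 for the PUFA lipids, of which 11 were higher. The difference of 0.65 had a permutation p of 0.0031 over the class labels, and lipids are not independent replicates. All 6 MUFA etherPE lipids were higher, with a median log2 ratio of 1.27. This grouping counts the double bonds of the ether chain, marked e, as well as those of the fatty acid. EtherPE 18:1e_16:0 (log2 ratio 0.57) and EtherPE 16:1e_16:0 (0.29) are MUFA lipids by the ether chain alone. EtherPE 18:2e_18:1 (0.88) is a PUFA lipid by its ether chain alone. The log2 ratio of PE 16:0_20:4 was -2.01 (adjusted p = 4.7e-05 from limma). It was the only 1 of the 29 PUFA lipids that limma without the replicate block called lower, and 1 was called higher. Of the 17 MUFA lipids, 7 were called higher and 0 lower. From these ratios the paper concludes that loss of MAFF shifts lipids from PUFAs toward MUFAs.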

**Supplementary Table 3.** List of lipid classes identified by untargeted lipidomic analysis comparing shMAFF cells with non-targeted control cells (shSCR).

**Supplementary Table 4**. Median intensities of lipid classes identified by lipidomic analysis in control (Vector) and CPT2-overexpressing cells.

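Supplementary Table 4 gives log2 intensities of lipids in 5 Vector and 5 CPT2-overexpressing (CPT2 OE) samples, which the authors normalized to an internal standard and by median of ratios, and the same values on a linear scale. Tests on this table were also chosen after it was read. Class totals were summed on the linear scale. The PC total, over 129 lipids, was 905 ± 47.3 in Vector and 373 ± 29.1 in CPT2 OE cells (SD, n = 5). The LPC total, over 19 lipids, was 2.81 ± 0.143 and 4.20 ± 0.077 (SD, n = 5). The TG total, over 86 lipids, was 15.2 ± 1.00 and 8.23 ± 0.569 (SD, n = 5). Each of these differences had an exact permutation p of 0.0079, two-sided, the smallest that 5 samples against 5 allow. The PE and etherPE total, over 123 lipids, was 45.7 ± 2.84 in Vector and 51.8 ± 1.53 in CPT2 OE cells (SD, n = 5, exact permutation p = 0.016). All 123 PE lipids of that sheet also stand in the sheet of oxidized and total PE. Their Vector values are equal in both sheets for 123 lipids, and their CPT2 OE values for 0. The CPT2 OE values of 75 of the 123 lipids (61.0%) stand in the other sheet under another lipid's name. Across the 123 lipids, mean Vector and CPT2 OE values correlated at -0.126 in the PE-ePE sheet and at 0.981 in the sheet of oxidized and total PE. With the CPT2 OE values of the latter sheet, the total of the same lipids was 67.7 (mean, n = 5) and its ratio to Vector was 1.48 in place of 1.13. Across lipids, the same correlation was -0.126 for PC, -0.307 for LPC and 0.268 for TG. Correlations across lipids describe these samples, since lipids are not independent replicates. In the TG sheet, 17 sets of 5 CPT2 OE values stand under a pair of lipid names each, against 2 such sets of Vector values. Among the first 56 TG lipids the correlation was 0.0064, and among the other 30 it was 0.974. The summed intensity of those 30 was 2.16 in Vector and 4.20 in CPT2 OE cells.

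**Figure D2:**
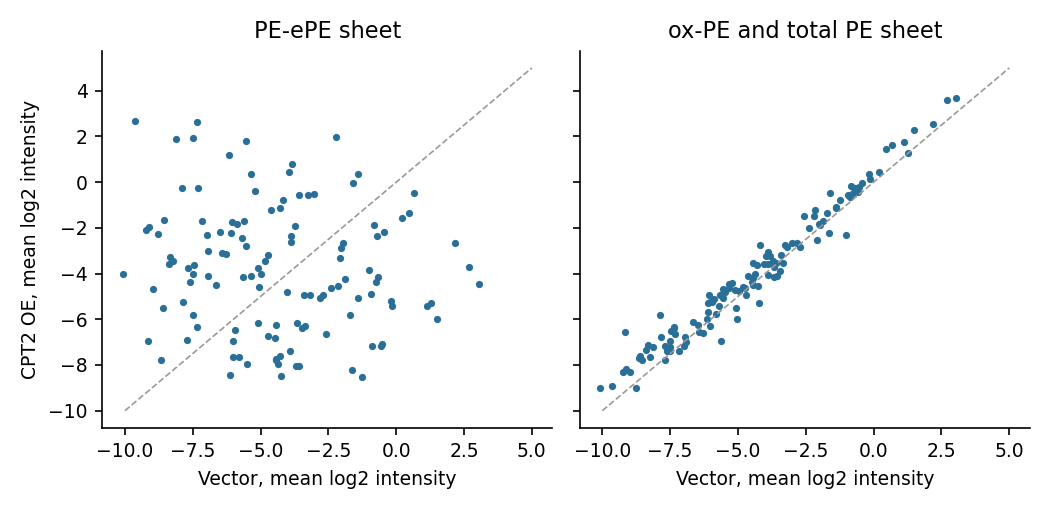
Each point is one of 123 PE or etherPE lipids, with the mean log2 intensity of 5 Vector samples on the x axis and of 5 CPT2 OE samples on the y axis, and the dashed line marks equal values. Points scatter in the PE-ePE sheet (left, correlation -0.126) and follow the line in the sheet of oxidized and total PE (right, correlation 0.981).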

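The same table gives acylcarnitines and PE in cells with and without erastin, an inhibitor of the cystine transporter subunit SLC7A11. The 5 acylcarnitines summed to 0.0533 ± 0.0078 in Vector cells and 0.267 ± 0.034 after erastin (SD, n = 5), a log2 change of 2.33 (exact permutation p = 0.0079, two-sided). In CPT2 OE cells they summed to 0.0567 ± 0.012 and 0.102 ± 0.014 (SD, n = 5), a log2 change of 0.87 (exact permutation p = 0.0079). The log2 difference between the erastin effects was -1.46 (standard error 0.21), with a permutation p of 0.0001, the smallest that these permutations of the residuals can give. Without erastin, the totals of CPT2 OE and Vector cells differed by less than the spread between replicates (exact permutation p = 0.690). AcCa(18:1) alone was higher in CPT2 OE than in Vector cells without erastin by 2.34 on the log2 scale (exact permutation p = 0.0079), and AcCa(20:0) did not rise with erastin in Vector cells (log2 change 0.01, exact permutation p = 0.952). AcCa(14:0) rose with erastin by a similar log2 change in Vector (1.66) and CPT2 OE cells (1.60), so the smaller rise in CPT2 OE cells is not seen for that lipid. The ratio of oxidized to total PE in erastin-treated Vector cells was 1.61 ± 0.348 times the Vector mean (SD, n = 5, exact permutation p = 0.0079). In CPT2 OE cells it was 0.883 ± 0.138 times without and 1.06 ± 0.165 times with erastin (SD, n = 5), a difference with an exact permutation p of 0.127. With erastin, the ratio was lower in CPT2 OE than in Vector cells by a log2 difference of -0.59 (exact permutation p = 0.0079). The difference between the erastin effects on this ratio was -0.43 on the log2 scale (standard error 0.25, permutation p = 0.109). The oxidized total of the table was used for the ratio. The table lists PE(22:3CHO_24:1) as its oxidized lipid, whose intensity in Vector replicate 1 was 0.0125 against an oxidized total of 0.0136. With that lipid in place of the total, and the mean log2 of the other PE as the reference, the log2 change after erastin in Vector cells was -0.09 in place of 0.69. From the acylcarnitine totals, the paper proposes that CPT2 modulates acylcarnitine accumulation under ferroptotic stress.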

**Supplementary Figure Legends**

**Supplementary Figure 1**

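MAFF, listed in the deposited table on chromosome 22 of GRCh38 from 38200767 to 38216511, encodes a small MAF transcription factor. In the unirradiated shSCR cells it was at 17.6, 15.8 and 16.8 FPKM, a mean of 16.7 ± 0.876 (SD, n = 3). These values came from 2102, 1364 and 2040 recovered reads, and the highest was 1.11 times the lowest. The paper's listed fold change of MAFF in shMAFF cells is 0.633. MAFG and MAFK, the other small MAF genes, were at 30.8 ± 0.401 and 10.3 ± 0.689 FPKM (SD, n = 3). The 1.3-fold threshold can be set against the spread between the control replicates. Among the downregulated genes of Supplementary Table 1 with a mean of at least 1 FPKM, the highest control replicate was at least 1.3 times the lowest in 89 of 1469, or 6.06% (95% Wilson interval 4.95 to 7.40%). Among the upregulated genes this held for 86 of 1365, or 6.30% (95% Wilson interval 5.13 to 7.72%). Over all 11985 genes at that level the share was 12.4%. The paper lists genes that changed significantly against shSCR cells, and such a selection favours genes with a low control spread. If these libraries were its controls, the lower shares in the lists may follow from the selection. They are then no independent check of the threshold. With a minimum of 0.1 FPKM in place of 1, the shares in the downregulated and upregulated lists rose to 14.2% and 15.6%. The spread between control replicates was at least as large as the paper's listed change for 4 of these downregulated and 14 of these upregulated genes.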

(a) Western blot analysis confirming the downregulation of MAFF in the MAFF knockdown cell line compared to the control cell line. (b) Overlap of significantly downregulated (RNA-seq DOWN) or upregulated (RNA-seq UP) genes (≥1.3-fold change) with ChIP-sequencing MAFF binding genes. (c) Expression fold changes of KEGG *Ferroptosis* pathway genes in MAFF knockdown (shMAFF) cells relative to control (shSCR) cells. (d) KEGG pathway analysis of direct target of MAFF from combined upregulated RNA- and ChIP-sequencing data revealed that genes in cancer-related and metabolic pathways such as 'Fatty acid elongation' were significantly upregulated.

**Supplementary Figure 2**

(a) Mitochondrial lipid peroxidation, measured using MitoPerOx, was significantly increased following treatment with 2.5 µM erastin for 24 hours in control MDA-MB-231 cells (shSCR), whereas this increase was not observed in MAFF-deficient cells (shMAFF) (n = 3). (b-c) Celigo analysis of DAPI-stained cells and C11-BODIPY lipid peroxidation revealed that silencing MAFF (siMAFF) reduced erastin (2.5 µM) induced cell death (b) and lipid peroxidation induction (c) after 24 hours. (d) Western blot analysis confirming the downregulation of MAFF in the MAFF silenced cell line compared to the control cell line. (e) Erastin treatment for 24 hours increased PI uptake in control MDA-MB-231 (shSCR) cells in a dose-dependent manner, and this effect was significantly suppressed by co-treatment with Ferr-1. MAFF knockdown markedly reduced PI-positive cell death, (f-g) MAFF depletion (shMAFF) reduced erastin-induced ferroptotic death in BT549 (f) and Hs578T (g) cells 24 hours after treatment, as measured by CellTiter-Blue, while Ferr-1 rescued viability, confirming ferroptosis-specific cytotoxicity (n = 3, **** p<0.0001, *** p<0.001). (h) Western blot analysis confirming the downregulation of MAFF in the MAFF knockdown BT549 and Hs578T cell lines compared to the control cell line. (i-j) CellTiter-Blue viability (i) and Celigo analysis of C11-BODIPY lipid peroxidation (j) revealed that MAFF overexpression (MAFF OE) increased erastin- and RSL3-induced ferroptotic death in MDA-MB-231 cells after 24 hours of treatment, while Ferr-1 rescued viability, and MAFF OE also showed increased erastin- and RLS3-induced lipid peroxidation confirming ferroptosis-specific cytotoxicity (n = 3, **** p<0.0001, *** p<0.001). (k) Western blot analysis confirming the overexpression of MAFF tagged with V5 in the MAFF OE cell line. (l) IHC analysis of MAFF nuclear staining in shSCR and shMAFF tumor tissues confirmed effective MAFF knockdown in shMAFF tumors (shSCR: n = 3, shMAFF: n = 5). Data are presented as means ± SD. Statistical significance was determined by Two-way ANOVA with multiple comparison (a-c, e-g, i-j) and unpaired *t*-test with Welch’s correction (l).

**Supplementary Figure 3**

(a) FerroOrange-based measurement of intracellular iron levels showing a significant increase upon 24 hours treatment with 2.5 µM erastin, with no significant change following MAFF siRNA knockdown (n = 3). (b) Relative mRNA expression of *SLC11A2* and *NCOA4* in control vs MAFF knockdown cells, showing that both genes are downregulated upon MAFF knockdown. (c) Western blot analysis confirmed the silencing of DMT1 and NCOA4 in the control and MAFF knockdown cell lines (n = 3). Data are presented as means ± SD. Statistical significance was determined by Two-way ANOVA with multiple comparisons.

**Supplementary Figure 4**

(a) In control MDA-MB-231 cells (siSCR), treatment with 2.5 µM erastin for 24 hours significantly increased lipid droplet accumulation, as assessed by BODIPY 493/503 staining and flow cytometry. In contrast, MAFF knockdown using an siRNA pool reduced both basal lipid droplet levels and erastin-induced lipid droplet accumulation (n = 3). Data are presented as means ± SD. Statistical significance was determined by Two-way ANOVA with multiple comparisons. (b) MAFF ChIP-seq data presented strong binding at the promoter region of *PLIN3*. (c) Western blot analysis showed decreased PLIN3 protein expression upon MAFF knockdown.

**Supplementary Figure 5**

(a) Relative mRNA expression of *CPT2*, *SCD1* and *FASN* in control vs MAFF knockdown cells, showing that both genes are upregulated upon MAFF knockdown (n = 3). Data are presented as means ± SD. Statistical significance was determined by multiple unpaired t-tests. (b) Western blot analysis confirmed the silencing of CPT2, FASN and SCD1 in the control (shSCR) and MAFF knockdown (shMAFF) cell lines.

**Supplementary Figure 6**

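The PE and etherPE lipids of Vector and CPT2 OE cells (5 samples each) can be grouped by their chains, with PUFA lipids carrying a chain with more than a single double bond and MUFA lipids carrying a monounsaturated and no polyunsaturated chain. This grouping of the CPT2 OE lipids was chosen after the table was seen. In the PE-ePE sheet of Supplementary Table 4, 8 of 23 MUFA lipids had a higher mean log2 intensity in CPT2 OE than in Vector cells, with a median log2 ratio of -1.64. Of the 94 PUFA lipids in that sheet, 53 were higher, with a median log2 ratio of 1.29. The CPT2 OE values of 75 of the 123 lipids in the PE-ePE sheet stand under another lipid's name in the sheet of oxidized and total PE. Ratios of single lipids in the PE-ePE sheet may therefore compare different lipids, and its counts and medians may not describe a change. The sheet of oxidized and total PE, which gives other CPT2 OE values for the same lipids, has 18 of 23 MUFA lipids higher (78.3%), with a median log2 ratio of 0.46. In that sheet 75 of 94 PUFA lipids were higher (79.8%), with a median log2 ratio of 0.36. Lipids are not independent replicates, so no test was made on these counts.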

(a) Western blot analysis confirmed the overexpression of CPT2 in the CPT2 OE cell line. (b) Lipidomic analysis revealed overall increases in both PUFA- and MUFA-containing PE and etherPE (ePE) species (n = 5). (c) PRECOG analysis revealed that Meta-Z survival scores for CPT2 across multiple cancer types, including breast cancer, were strongly associated with improved patient survival. (d) TCGA RNA-seq data showed lower CPT2 expression in basal-like breast tumors compared to other subtypes (Luminal A: n = 499, Luminal B: n = 197, HER2-positive: n = 78, Basal: n = 171).

How the deposited data were processed for this re-analysis (not part of the article)

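RNA-sequencing values of 6 MDA-MB-231 libraries were processed, 3 from shSCR cells at 0 Gy and 3 from shSCR cells 24 h after 10 Gy. Samples were grouped by treatment as in the sample labels, which give the genotype as WT and the names as SCR. All columns of values in the table belong to these libraries. Libraries of shMAFF cells and the ChIP-sequencing data were not analysed here.

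The authors deposited FPKM values made by their sequencing provider from polyA libraries. The paper names paired-end reads, and its text does not name the aligner, the counting program or the test behind its fold changes. The gene identifiers and coordinates are those of GENCODE 29 on GRCh38. Multiplying each FPKM by the gene's length and by the depth implied for its library gave whole reads for 100% of values above 0. These summed to between 15643641 and 28861781 per library. The values also hold a scaling factor for each library, between 0.973 and 0.991 at 0 Gy and between 1.03 and 1.04 at 10 Gy. The gene lengths deposited with the table are the authors' sum of each gene's bases, and how they were summed is not stated in the paper's text. The recovered reads were used only for depth, for thinning to equal depth and for the reads behind named genes.

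Expression was compared in R 4.3.3 with limma 3.58.1 on log2(FPKM + 1), with eBayes and an intensity trend, over the 12128 genes with a mean of at least 1 FPKM. A fold change is therefore on the log2(FPKM + 1) scale, which understates the change of low genes. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called, and counts at a change of at least 1.3-fold are given beside them, after the paper's threshold. Of 11 gene lists, 10 were written from general knowledge and the other is the Ferroptosis entry of Supplementary Table 2. These lists are p53 targets, G2/M, DNA replication, interferon-stimulated, NF-kB and secretory, NRF2 targets, iron, fatty acid, cholesterol synthesis and small MAF genes. They were tested with camera at a preset correlation of 0.01, with fry and with an estimated correlation. The upregulated list of Supplementary Table 1 was tested the same way, and the downregulated list was not, since 1805 of its 1806 genes were at hand. The genes named are ones that appear in the paper's text and those of the Ferroptosis entry. The 5 lowest and 5 highest fold changes of Supplementary Table 1 were added. So were the 5 protein-coding genes with the largest rise and the 5 with the largest fall after 10 Gy. These were taken among called genes whose groups did not overlap.

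The procedure was tested on simulated data with 200 changed genes among 12128. It recovered 95% of 100 changes of 2-fold and 49% of 100 changes of 1.3-fold, and 4.64% of the 151 genes it called were unchanged. With 200 changed genes at this depth and number of libraries, many changes near 1.3-fold were therefore missed. In the data 4317 genes were called, and the Benjamini-Hochberg cutoff on p loosens with more calls. The simulation also gave every gene the same spread, with counting noise added. The share of 1.3-fold changes missed in the data is therefore not known from it.

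Lipid values came from Supplementary Tables 3 and 4. In Supplementary Table 3, the authors give areas normalized to protein for 3 shSCR and 3 shMAFF samples. In Supplementary Table 4, the authors give log2 intensities after an internal standard and median-of-ratios scaling for 5 samples in each of 4 groups. Areas were taken as log2 and compared with limma for single lipids. Class totals, summed on the linear scale, were compared by two-sided exact permutation tests on their log2 values, whose smallest p is 0.1 for 3 samples against 3 and 0.0079 for 5 against 5. The difference between erastin effects was estimated with limma on the log2 totals of all groups, with permutations of the residuals of the model without it. MUFA and PUFA lipids of shMAFF cells were compared by 100000 permutations of the class labels. The authors imputed missing log2 values of that table by minimum detection, and imputed values were not told apart here. In its sheet of oxidized and total PE, 2 blank log2 cells were left out of sums.

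In Supplementary Table 3, samples with the same replicate number deviated together, with correlations of their deviations from the group means of 0.134, 0.444 and 0.162 across lipids. The paper does not describe a pairing, so it comes from these correlations alone, and the highest correlation between different numbers was 0.368. The RNA-sequencing replicate numbers did not pair the libraries.

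Tests, gene lists and alternatives for the expression values were written before the data were examined. The lipid tables were read before their tests were chosen, and additions made later are named as such. The alternatives covered the pseudocount, the filter on low genes, upper quartile, TPM and median-of-ratios scaling, the replicate block, each replicate left out in turn, the eBayes settings, protein-coding genes alone and the set tests. For lipids they covered repeated entries, scaling to all lipids, means of log2 values, the replicate block, each replicate left out and the sheet behind the PE total. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.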

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

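The tests of a mislabelled sample, of shared control libraries, of reads on 10 genes and of the lipid tables were chosen only after the results they concern were seen.

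The paper does not report the irradiated shSCR cells. With limma, 4317 of 12128 genes differed between 10 Gy and 0 Gy, 1443 higher and 2874 lower, and 700 of them by at least 1.3-fold, 342 higher and 358 lower. The 3 libraries at 10 Gy lay on one side of the 3 at 0 Gy for 51.9% of the genes, where chance gives 10%. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes, the real one, for both counts. A share of 1 in 10 is the smallest this design can give, so the design keeps a chance division open. The count after thinning every library to 15643641 reads was 3942, which argues against library size. The lowest correlation within a dose exceeded the highest between doses by 0.0033, which argues against a mislabelled library. Irradiation, the condition in the labels, may account for the difference, and batch was not tested because the labels give none.

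The excess of lower over higher genes followed the scaling. Lower genes were 66.6% of the calls with the FPKM as deposited and 51.3% with median-of-ratios scaling. That scaling centres the changes (median log2 change 8.2e-04), so a near-even split follows from it. The 51.3% therefore cannot decide whether the authors' scaling of the libraries is the source. The factor in that scaling was 0.973 to 0.991 in the libraries at 0 Gy and 1.03 to 1.04 at 10 Gy. A larger factor lowers all values of its library, so this scaling moves the genes at 10 Gy lower against 0 Gy. That goes with the scaling as a source. No fit removed the factor alone, so how many of the calls it accounts for was not tested. Lower genes were 36.1% with upper quartile scaling and 25.5% with TPM. The median log2 change of all tested genes was -0.04 as deposited and 0.08 with TPM, so changes of that size carry no direction. Scaling to a total without the 100 most abundant genes gave 38.0%, which is under the 55% that had been set beforehand as the mark of a few abundant genes. That scaling also replaces the authors' own, and TPM, which keeps the abundant genes, moved the share further, so after the value was seen the test was taken as undecided. The 10 most abundant genes held at most 4.51% of a library's reads, which argues against 10 genes holding most of them.

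Of the 11 gene lists, 6 were called by camera. The median log2 change was 0.28 for G2/M genes (20 tested, adjusted p = 3.2e-10), -0.38 for DNA replication genes (20, adjusted p = 2.7e-09) and -0.39 for NRF2 target genes (15, adjusted p = 2.7e-07). It was 0.13 for interferon-stimulated genes (15, adjusted p = 0.0016), -0.18 for iron genes (14, adjusted p = 0.019) and -0.18 for small MAF and partner genes (7, adjusted p = 0.023). All 6 calls held under fry and none with an estimated correlation. Of the DNA replication genes 19 were called lower, and 20 when adjusted over the list alone. Of the G2/M genes 17 were called higher and 1 lower, and 18 when adjusted over the list alone. NRF2 target genes had 14 called lower, and 14 adjusted over the list alone. The counts over all genes and adjusted over the list alone were 4 and 4 for interferon-stimulated genes, 1 higher and 8 lower against 10 for iron genes, and 4 and 4 for small MAF genes. Of the 10 splits of the libraries, 1 gave as many called lists, and the other 9 gave between 2 and 4 although they called at most 1 gene, so camera calls of lists alone carry less weight here. Removing the trend of the change with gene length and GC content left the larger adjusted p of the DNA replication and G2/M lists at 9.7e-10, and thinning the libraries to equal reads left it at 7.3e-10. Those tests argue against length, GC content and library size as the source, and a change in the cell cycle after irradiation may account for both lists.

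MAFF was lower at 10 Gy, with 13.9, 14.3 and 14.1 FPKM against 17.6, 15.8 and 16.8 at 0 Gy (limma log2 change -0.23, standard error 0.04, adjusted p = 0.0067). The groups did not overlap (exact permutation p = 0.1, the smallest for 3 against 3). SLC7A11 changed by -0.69, SLC3A2 by -0.42, MAFG by -0.30, NFE2L2 by -0.21 and TFRC by -0.14, while FASN changed by 0.35, SCD by 0.30 and PLIN3 by 0.11 (all log2, called by limma). Of the Ferroptosis entry, STEAP3 changed by -0.46, HMOX1 by -0.38, FTH1 by -0.35 and ACSL5 by -0.18. MAP1LC3A rose by 0.24 without a call (limma adjusted p = 0.052, groups apart) and SAT2 by 0.18 and PRNP by 0.04, also without a call. Other choices called MAP1LC3A higher in 6 alternatives (0.28 with median-of-ratios scaling), SAT2 in 5 (0.23 with that scaling) and PRNP in 3 (0.17 with TPM). Several calls of falls depended on the scaling. TFRC was not called with upper quartile (-0.05), TPM (-0.01) or median-of-ratios scaling (-0.09), ACSL5 not with upper quartile (-0.09) or TPM (-0.06), and NFE2L2 not with TPM (-0.09). The calls of PLIN3 and TFRC were also each lost without the filter on low genes, that of PLIN3 with eBayes without a trend, and both in 5 of the 6 fits without a library, down to 0.09 for PLIN3 without 0 Gy replicate 3 and -0.11 for TFRC without 0 Gy replicate 2. Under median-of-ratios scaling the change of MAFF kept its call, and under TPM it was -0.12 and lost it. No biological explanation was tested for single genes beyond the dose.

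The rises of MUC5AC (1.82), MUC5B (1.49), PTGES (0.99), PPL (0.78) and BCAM (0.76) and the falls of CXCL3 (-1.30), CTGF (-1.03), CXCL2 (-0.995), INSYN2B (-0.93) and HIST1H4A (-0.85) are those picked by the rule for named genes. MUC5AC and MUC5B, CXCL2 and CXCL3, and HIST1H4A and other histone H4 genes have similar copies that can share reads. Their separate values are uncertain for that reason, and FTH1 has pseudogenes. HIST1H4A lost its call without the filter on low genes (limma adjusted p = 0.0568). Its values at 0 Gy rest on 17, 15 and 22 recovered reads.

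In Supplementary Table 4, erastin raised acylcarnitines less in CPT2 OE than in Vector cells, by -1.46 on the log2 scale in the summed total, a difference between groups that was itself tested (permutation p = 0.0001, the smallest possible). The paper reports this difference. The acylcarnitine sheet holds no second copy that would show whether values stand on their own lipids, and no technical explanation was tested for it.

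In the PE-ePE sheet, the total of Vector replicate 1 stood apart from the other 4, its gap to the nearest being 0.763 of the group's range. It was the only such sample in 16 groups, and chance gives 0.8. No explanation was tested.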

How the results depend on the processing

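Recomputed under every alternative, the count of genes called after 10 Gy stayed within 1.5 times 4317 except without 10 Gy replicate 1 (2705) or 10 Gy replicate 2 (2660). Fits without a library called 2660 to 3993. Fewer samples explain a lower count. With the replicate number as a block 3503 genes were called. The same-numbered libraries did not deviate together (correlations -0.040, -0.035 and -0.101), so the numbers are only labels. The block also removed the calls of PLIN3 and TFRC (limma adjusted p = 0.0654 and 0.0748) with their changes as before, which is not a weaker effect.

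The 700 genes changed at least 1.3-fold became 1059 with a pseudocount of 0.1 and 1221 with TPM scaling, and 408 with a minimum of 5 FPKM, where fewer genes were tested. Leaving out a library gave 589 to 781, and the block 704. Lower genes were 51.1% of them, against 49.2, 69.4, 20.1, 11.7 and 33.5% with a pseudocount of 0.1, a minimum of 5 FPKM, upper quartile, TPM and median-of-ratios scaling. The cause of the other moves was not tested.

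The number of called lists was 6 and stayed between 6 and 7 without a library, and was 0 with an estimated correlation, where all 11 lists were above 0.05. At a minimum of 5 FPKM the iron and small MAF lists lost their calls (limma adjusted p = 0.0917 for each) and the NF-kB list was called. By fry the Ferroptosis and NF-kB lists were also called. p53 targets, with a median of -0.02, changed camera direction at a minimum of 0.1 FPKM (-0.0159), without a filter (5.94e-04) and by fry (-0.0159). Cholesterol genes, with a median of -0.06, did so at a minimum of 5 FPKM (-0.0327), with upper quartile (0.0244), TPM (0.0627) and median-of-ratios scaling (-0.0147), with protein-coding genes alone (-0.0576) and without 0 Gy replicate 1 or 10 Gy replicate 1 (range without a library -0.0706 to -0.0280). Neither list was called.

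The upregulated list of Supplementary Table 1 was a single test by limma's camera (direction Down, adjusted p = 0.134, which for a single list is the p itself). By limma it passed 0.05 with a minimum of 0.1 FPKM (adjusted p = 0.00581), without a filter (adjusted p = 3.14e-04) and by fry (adjusted p = 2.65e-05), and was 0.0998 to 0.180 without a library. MAFF kept its direction in all alternatives, between -0.27 and -0.20 without a library, and lost its call with TPM scaling (-0.12).

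Uncalled genes changed direction with upper quartile scaling (SLC11A2 0.0356, NCOA4 0.0368, MAFK 0.0303) and with TPM (SLC11A2 0.0742, NCOA4 0.0735, GPX4 0.0217, ACSL4 0.0271, MAFK 0.0678, BACH1 0.0210), and without a library for LPCAT3 (-0.0312 to 0.0931) and MAFK (-0.0929 to 0.0150, the latter without 10 Gy replicate 2). TPM moves the median of all genes by a similar amount. Among the 43 other named genes and lists, 54 of 747 alternatives moved a call, 30 losing and 24 gaining it.

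Counts of expressed genes of Supplementary Table 1 fell from 1469 to 924 and from 1365 to 813 at a minimum of 5 FPKM, by construction. The shares of genes with a control spread of 1.3-fold were 14.2 and 15.6% at 0.1 FPKM, 1.95 and 2.21% at 5 FPKM, and 2.72 to 3.05% and 1.76 to 3.51% without a replicate (downregulated and upregulated), since 2 replicates span less than 3.

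In shMAFF cells, the 104 changed lipids became 198 when scaled to all lipids, 208 with the replicate block and 0 with exact tests per lipid, which cannot pass with 3 against 3 (132 had an unadjusted limma p under 0.05), and were 60 (without shSCR replicate 3) to 121 without a sample. The block left the class ratios and the MUFA minus PUFA difference as they were, and paired exact tests of the class totals cannot make a call, as 3 pairs give 0.25 at the smallest. Of class totals, the log2 ratio of PC was -0.27 to 0.0398 (reversed without shSCR replicate 1) and the log2 ratios of LPC 0.75 to 1.07, PE 0.01 to 0.31 and TG -1.41 to -0.88 without a sample. Restricted to lipids with the paper's p under 0.05, an alternative chosen after seeing the data, PC was -0.47 and PE 0.62. The MUFA minus PUFA difference was 0.61 to 0.82 without a sample.

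In CPT2 OE cells, the direction of each class total held without a sample. TG reversed to 0.95 over the 30 lipids after the repeated sets, which were picked after the data were seen. Acylcarnitines of CPT2 OE against Vector without erastin were -0.0223 (without CPT2 OE replicate 4) to 0.19 without a sample. For the ratio of oxidized to total PE, means of log2 values gave -0.0914 for erastin in Vector cells, -0.32 for erastin in CPT2 OE cells and -1.98 for CPT2 OE against Vector without erastin. That alternative changes both the oxidized and the reference value of the ratio, and the cause was not tested. Erastin in CPT2 OE cells was 0.17 to 0.37 without a sample and passed 0.05 only without replicate 4 of erastin-treated CPT2 OE cells. The count of higher MUFA PE lipids was 18 from the sheet of oxidized and total PE against 8, and 8 in each fit without a sample. A block on the replicate number left the acylcarnitine difference between erastin effects at -1.46.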

Differences from the paper's values

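With the choices used for the passages, no value differed by more than 1.5 times from one that the paper or its tables state in numbers. Other choices did move some relative values of Supplementary Table 4. With means of log2 intensities in place of sums, the ratio of CPT2 OE to Vector was 0.6996 for PC against 0.412 in the table and 0.843 for TG against 0.542. The oxidized PE ratio relative to Vector was then 0.939 in erastin-treated Vector cells against 1.61 in the table, and 0.253 in CPT2 OE cells against 0.886. In Supplementary Table 3, 205 lipids had an unadjusted limma p under 0.05 when scaled to all lipids and 213 with the replicate block, against 103 by the table's own p. Supplementary Table 1 as read here lists 1805 downregulated genes against the paper's 1806.

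Class totals of shMAFF cells relative to shSCR were 0.916 for PC, 1.82 for LPC, 1.12 for PE with etherPE and 0.450 for TG, against the paper's about 0.7, about 2.1, about 1.5 and about 0.4 in Fig. 4b, read by eye. The paper states a PE increase in shMAFF cells, and in a test that ignores the replicate numbers the groups overlapped (exact permutation p = 0.5). Between same-numbered samples the PE total was higher in shMAFF cells in 3 of 3 pairs, by 0.16 on the log2 scale (SD 0.0064, n = 3 pairs; paired exact permutation p = 0.25, the smallest for 3 pairs), so the direction was the paper's. Restricting each total to lipids with the paper's p under 0.05, a setting chosen after seeing the values, gave 0.719, 2.07, 1.53 and 0.403.

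The paper states that MUFA and PUFA PE lipids both rose in CPT2 OE cells. In the PE-ePE sheet 8 of 23 MUFA lipids and 53 of 94 PUFA lipids were higher. The CPT2 OE values of 75 of the 123 lipids there stand under another lipid's name in the sheet of oxidized and total PE. These counts may therefore compare different lipids and cannot decide on the paper's statement. With the sheet of oxidized and total PE, chosen after the values were seen, 18 of 23 and 75 of 94 were higher.

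The paper states a lower TG level in CPT2 OE cells. The total over all TG lipids was 0.542 times Vector, and over the 30 lipids after the repeated sets, picked after seeing the values, it was 1.94 times. The paper describes the rise of the oxidized PE ratio with erastin as largely suppressed by CPT2 overexpression. The log2 change with erastin was 0.69 in Vector cells (exact permutation p = 0.0079) and 0.26 in CPT2 OE cells (exact permutation p = 0.127). With erastin, the ratio was lower in CPT2 OE than in Vector cells by -0.59 (exact permutation p = 0.0079). These go with the paper's direction. The difference between the erastin effects was -0.43 on the log2 scale with a permutation p of 0.109.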

Other observations

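The tests of Supplementary Table 4 and of shared control libraries were chosen only after the results they concern were seen. The splits of the lipid samples were written down before they were run but after Supplementary Table 3 had been read, and the gene lists were written before the expression data were examined.

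In the PE-ePE sheet of Supplementary Table 4, CPT2 OE values do not follow Vector values across lipids. The CPT2 OE values of 61.0% of the 123 shared lipids stand under another lipid's name in the sheet of oxidized and total PE, which is consistent with values placed on other lipids' lines. The correlation of 0.981 in that sheet argues against CPT2 overexpression as the source of the scatter across lipids in the PE-ePE sheet. It does not argue against an effect on their levels, since 98 of the 123 were higher in CPT2 OE cells in that sheet. In the TG sheet, 17 sets of 5 CPT2 OE values stand under a pair of names each, against 2 of Vector values, which is consistent with the same. For PC (correlation -0.126) the log2 ratios of single lipids ran from -14.8 to 15.0, a wider range than in the PE-ePE sheet (-7.52 to 12.3), and for LPC from -5.93 to 8.24. No second copy of the PC and LPC lipids was at hand, and the values of other lipid classes do not decide for them, so displaced values and an effect of CPT2 overexpression cannot be told apart there. The sum of a sheet changes with displaced values if they come from other lipids, so the PC, LPC, PE and TG totals of CPT2 OE cells may be affected.

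In Supplementary Table 3, 1 of the 4 splits that part all 3 same-numbered pairs, the real one, gave as many changed lipids as 104. The other 9 splits of the 6 samples, 3 that part all pairs and 6 that part a single pair, gave 0 calls. No split can reach a share under 0.05 here.

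The upregulated list of Supplementary Table 1 was shifted by -0.0256 on the log2 scale against the other genes after 10 Gy. Simulated unchanged groups that share the same control libraries gave shifts of 0.06 to 0.07 in 100 simulations, which argues against shared controls as the source of that shift. MUC5AC and MUC5B, which rose after 10 Gy, have paper fold changes in shMAFF cells of 0.0995 and 0.0161, and CXCL2 and INSYN2B, which fell, of 1.44 and 2.44.

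Other lists after 10 Gy were not called by camera with the choices used here. Their median log2 changes were -0.26 for NF-kB and secretory genes (adjusted p = 0.063, 3 genes called higher and 9 lower, 15 adjusted over the list alone), -0.02 for p53 targets (adjusted p = 0.588), 0.02 for fatty acid genes (adjusted p = 0.306), -0.06 for cholesterol genes (adjusted p = 0.912) and -0.05 for the Ferroptosis genes (adjusted p = 0.327, 4 called lower, 5 adjusted over the list alone). The NF-kB list was called by fry and by camera in 7 alternatives, from limma adjusted p = 3.31e-04 without a filter to 0.0423 at a minimum of 5 FPKM, with all 3 other scalings among them (0.00225 to 0.0218), so whether it is called depends on the scaling and the filter. The Ferroptosis list was called by fry and by camera without a filter (limma adjusted p = 0.0148). The counts over all genes and adjusted over the list alone were 3 higher and 3 lower against 6 for p53 targets, 5 higher and 3 lower against 11 for fatty acid genes, and 2 higher and 3 lower against 5 for cholesterol genes. SLC11A2 (-0.05) and NCOA4 (-0.05) were not called, and CPT2 was under the filter.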
